# Fetal alcohol spectrum disorder predisposes to metabolic abnormalities in adulthood

**DOI:** 10.1172/JCI132139

**Published:** 2020-03-23

**Authors:** Olivia Weeks, Gabriel D. Bossé, Isaac M. Oderberg, Sebastian Akle, Yariv Houvras, Paul J. Wrighton, Kyle LaBella, Isabelle Iversen, Sahar Tavakoli, Isaac Adatto, Arkadi Schwartz, Daan Kloosterman, Allison Tsomides, Michael E. Charness, Randall T. Peterson, Matthew L. Steinhauser, Pouneh K. Fazeli, Wolfram Goessling

**Keywords:** Development, Metabolism, Embryonic development, Obesity

## Abstract

Prenatal alcohol exposure (PAE) affects at least 10% of newborns globally and leads to the development of fetal alcohol spectrum disorders (FASDs). Despite its high incidence, there is no consensus on the implications of PAE on metabolic disease risk in adults. Here, we describe a cohort of adults with FASDs that had an increased incidence of metabolic abnormalities, including type 2 diabetes, low HDL, high triglycerides, and female-specific overweight and obesity. Using a zebrafish model for PAE, we performed population studies to elucidate the metabolic disease seen in the clinical cohort. Embryonic alcohol exposure (EAE) in male zebrafish increased the propensity for diet-induced obesity and fasting hyperglycemia in adulthood. We identified several consequences of EAE that may contribute to these phenotypes, including a reduction in adult locomotor activity, alterations in visceral adipose tissue and hepatic development, and persistent diet-responsive transcriptional changes. Taken together, our findings define metabolic vulnerabilities due to EAE and provide evidence that behavioral changes and primary organ dysfunction contribute to resultant metabolic abnormalities.

## Introduction

Alcohol and its primary metabolite, acetaldehyde, are teratogens, and exposure during gestation detrimentally affects fetal development (1–3). More than 10% of pregnant women worldwide consume alcohol, and recent estimates suggest that 1% to 5% of US school-age children have fetal alcohol spectrum disorders (FASDs) (4–7). FASD is an umbrella term describing a group of clinical conditions resulting from prenatal alcohol exposure (PAE), including fetal alcohol syndrome (FAS), partial fetal alcohol syndrome (pFAS), alcohol-related neurodevelopmental disorder (ARND), and alcohol-related birth defects (ARBD) (8). FASD patients have variable features, including facial dysmorphology, microcephaly, cognitive and behavioral deficits, and organ malformations (7, 9–11). The physiological effects of PAE are thought to last a lifetime; however, the metabolic health outcomes of FASDs on patients are not well understood (12). In particular, the occurrence of metabolic syndrome, obesity, and type 2 diabetes mellitus (T2DM) in adults with FASDs are unknown.

According to the developmental origins of health and disease hypothesis, environmental factors present during prenatal stages can alter an individual’s response to stress later in life (13). Adverse intrauterine events have been repeatedly associated with metabolic, endocrine, and cardiovascular disorders (13–17). Human studies suggest that children and adolescents with FASDs have increased body fat, a higher incidence of obesity, and hypertension (18, 19). However, despite additional reports using animal models suggesting that perinatal and gestational alcohol exposure are connected to poor metabolic health outcomes, there are multiple studies indicating that PAE is not associated with increased fat mass or metabolic syndrome following specific alcohol exposure windows (12, 18, 20–30). These conflicting reports highlight the need to clarify which adverse health outcomes are associated with PAE and to define disease mechanisms.

This study sought to determine whether PAE increases the risk of adult obesity and metabolic disease in human and zebrafish cohorts. We demonstrate that adult patients with any FASD diagnosis have an increased incidence of T2DM, low HDL, and high triglyceride levels relative to matched controls. Males from the FASD cohort had a higher incidence of these metabolic abnormalities despite a lower BMI, whereas females had a higher incidence of overweight and obesity. To address limitations posed by these human studies, we developed an adult zebrafish FASD model and performed controlled population studies to assess the metabolic sequelae of embryonic alcohol exposure (EAE). In zebrafish, EAE predisposed to metabolic abnormalities, including diet-induced visceral adiposity, elevated BMI, and fasting hyperglycemia. Our study pinpoints FASDs as a risk factor for metabolic disease and identifies developmental, behavioral, and molecular regulators of this outcome.

## Results

### FASDs are associated with multiple metabolic abnormalities.

To test the hypothesis that PAE predisposes to cardiometabolic disease, we performed a retrospective cross-sectional study examining the incidence of metrics of cardiometabolic health in adults with any FASD diagnosis, including FAS, pFAS, ARND, and ARBD. Using the patient database registry at a large academic health system (Research Patient Data registry [RPDR] of Partners HealthCare System), we identified male and female patients 18 years or older with FASDs (*n* = 208) and controls matched for age, sex, and race/ethnicity (*n* = 208). The median (interquartile range) age of the entire cohort was 29.7 years (22.2 to 44.4) (Supplemental Figure 1, A and B, and Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI132139DS1). Of those in the FASD cohort, 26.9% were overweight (25 ≤ BMI < 30 kg/m^2^), 38.0% obese (BMI ≥ 30 kg/m^2^), and 2.9% underweight (BMI ≤ 18.5 kg/m^2^; Table 1). FASD was a risk factor for an overweight/obese phenotype in females (69.0% of FASD females versus 54.3% of controls, *P* = 0.04) but not males (60.7% of FASD males versus 73.3% of controls, *P* = 0.08) (Table 1 and Figure 1, A and B). Instead, male FASD patients were more likely to be underweight (*P* = 0.04; Table 1). Furthermore, FASD patients were significantly shorter than controls; patients had a mean height of 164.9 ± 0.9 cm (SEM) compared with a mean height of 170.4 ± 0.7 cm in controls (*P* < 0.0001; Table 1). This height difference was observed in both male FASD patients (mean height of male FASD cohort: 171.6 ± 1.0 cm versus mean height of male controls 177.9 ± 0.7 cm, *P* < 0.0001) and female FASD patients (mean height of female FASD cohort: 158.4 ± 1.0 cm versus mean height of female controls: 163.2 ± 0.7, *P* = 0.0001; Table 1 and Figure 1, C and D). In fact, the male FASD cohort’s mean height was approximately 2 inches below the US average for males aged 20 years or more (31).

Significantly more FASD patients had T2DM (11.5% versus 3.8% of controls, unadjusted *P* value = 0.003; Table 1, Figure 1E, and Supplemental Figure 1, C and D). In the male FASD cohort, the difference in T2DM was significant after controlling for BMI (*P* = 0.03), but not in the female cohort (Table 1). In females, 11.4% of the FASD cohort had T2DM versus 2.9% of controls (unadjusted *P* value: 0.02), but this difference was no longer significant after controlling for BMI (*P* = 0.16), suggesting that this difference in prevalence of T2DM was predominantly mediated by BMI in the female cohort (Table 1). Significantly more FASD patients had low HDL (<40 mg/dL) and elevated triglycerides (≥150 mg/dL; Table 1; Figure 1, E–G; and Supplemental Figure 1, E and F). Of the FASD cohort, 31.9% had low HDL versus 15.4% of controls (*P* = 0.004), and 34.5% of the FASD cohort versus 14.9% controls (*P* = 0.0009) had elevated triglycerides (Table 1 and Figure 1, E–G). Since this study is a retrospective analysis, not all patients had the same tests performed, resulting in a different number of patients for each parameter examined, but in 216 individuals (*n* = 103 controls and *n* = 113 FASD patients), we could accurately assess whether subjects had 2 or more metabolic abnormalities (overweight/obese BMI, T2DM, HDL <40 mg/dL, and/or triglycerides ≥150 mg/dL). FASD subjects were significantly more likely to have 2 or more metabolic abnormalities (46.9% in FASDs versus 26.2% in controls, *P* = 0.002) (Table 1 and Figure 1E). These findings reveal PAE as a risk factor for developing features of the metabolic syndrome in adulthood, independently of BMI in the case of the male cohort.

### EAE potentiates BMI gains and hyperglycemia in adult male zebrafish.

To clarify the connection between metabolic health and PAE, we performed population studies in AB strain zebrafish and evaluated body length, weight, BMI, fasting blood glucose (BG) levels, and adiposity. Sibling-matched cohorts were exposed to 0%, 0.5%, or 1% EtOH during embryogenesis (12 hours post fertilization [hpf] to 5 days post fertilization [dpf]); raised in the absence of ethanol until late juvenile stages (60–65 dpf); and challenged with a high-fat, high-cholesterol (HFHC) or normal diet (ND) for 4 or 8 weeks into adulthood (90–120 dpf; Figure 2A). Treatment with 0.5% to 1% EtOH can sufficiently induce physiologically relevant tissue EtOH concentrations, and 12 hpf–5 dpf covers the period of zebrafish organogenesis (32, 33).

We first evaluated the impact of EAE on embryonic growth. Immediately following EAE, AB strain larvae displayed mild growth restriction, consistent with the short stature phenotypes typical of human FAS (Supplemental Figure 2, A–C, and ref. 34). When removed from ethanol, larvae exhibited compensatory growth and reached the same size as control-matched siblings by 20 dpf (Supplemental Figure 2D). EAE had no significant impact on body length, weight, or BMI in sexually immature juveniles (34 dpf; Supplemental Figure 2, E–G). Next, we conducted a pilot study to assess diet-induced obesity risk in male and female cohorts housed in 6-L tanks. At the start of the diet challenge (60 dpf), neither EAE females nor males had significant differences in BMI relative to controls (Supplemental Figure 3, A and B). Females exposed to 0.5% EtOH had a significantly reduced BMI relative to females expose to 1% EtOH, indicating that EtOH exposure level may result in subtle differences in BMI (Supplemental Figure 3B). After 4 weeks of ND challenge, neither EAE males nor females had a significantly higher BMI than sex-matched control siblings (Supplemental Figure 3, C and D). However, after 4 weeks of HFHC diet challenge, males but not females exposed to 1% EtOH developed a significantly elevated BMI (Supplemental Figure 3, C–E). These findings suggested that EAE is a risk factor for diet-induced obesity in male zebrafish.

We next confirmed that EAE is a risk factor for increased BMI in males using separate cohorts housed in 2.8-L tanks. At 65 dpf, 1% EtOH–exposed males had a significantly elevated BMI at the initiation of the diet challenge (65 dpf), which resulted from an increase in body weight (Figure 2B and Supplemental Figure 3, F and G). In contrast, females, in an independent study (2.8-L tanks), did not have significantly increased BMI during late juvenile stages (60–70 dpf; Supplemental Figure 4A). After 4 weeks of diet challenge, 1% EtOH males receiving a HFHC diet, but not ND, maintained significant elevations in BMI relative to controls (Figure 2C). Increasing EAE levels positively correlated with BMI with HFHC diet (*P* = 0.0074) and negatively correlated with BMI with ND (*P* = 0.02; Supplemental Figure 4B). Importantly, males from the 0.5% EtOH cohort had a significantly lower body weight and length under ND conditions relative to controls (Supplemental Figure 4, C and D). Collectively, these studies demonstrate that EAE is a risk factor for diet-induced BMI elevations during adulthood and that this phenotype is consistent regardless of tank size. Since the HFHC diet challenge includes excess calories, fat, and cholesterol, additional studies are needed to clarify the relevant impact of each of these dietary components on excess BMI gain.

Although there were initial elevations in BMI in the EAE cohorts, after a total of 8 weeks of diet challenge, control and EAE siblings achieved the same BMI, length, and weight (Figure 2D and Supplemental Figure 4, E and F). Despite achieving the same BMI, 1% EtOH–exposed (12 hpf–5 dpf) adults receiving a HFHC diet had a more rapid progression toward fasting hyperglycemia. Males exposed to 1% EtOH fed the HFHC diet, but not ND, developed significant increases in fasting BG levels relative to family-matched sibling controls (Figure 2E). Consistent with the human cohort, these data suggest that EAE increases the risk for short-term BMI gains and raises the risk for impaired glucose tolerance, even in the context of equivalent BMIs.

### The adaptive response to HFHC feeding is altered by EAE.

The dynamics of BMI gain in response to normal and HFHC diet differed between control and EAE adults, revealing that EAE adults have an altered adaptive response to nutrient intake (Figure 2F). Under ND conditions, increasing EtOH concentrations negatively correlated with net BMI gain for the first 4 weeks of diet challenge (*P* = 2.15 × 10^–06^; Figure 2, G and H, and Supplemental Figure 4G). However, from weeks 4 to 8, increasing ethanol concentration positively correlated with net BMI gain (*P* = 0.0255; Figure 2, G and H, and Supplemental Figure 4G). This suggests that under ND conditions, EAE adults initially have a slower BMI gain than controls but increase their growth for the remaining weeks. A reverse pattern of BMI gain was observed for the HFHC diet condition. EAE fish had slight but nonsignificant increases in BMI gain relative to controls for weeks 0 to 4, but then experienced significantly reduced BMI gains for weeks 4 to 8 of the challenge (*P* = 0.0225; Figure 2, G and H, and Supplemental Figure 4H). Although the week 0 to 4 time point did not show significant increases in net BMI gain relative to controls, in a follow-up experiment with EAE fish housed in 1.4-L tanks, HFHC diet resulted in significantly increased BMI gains over weeks 0 to 4 (Supplemental Figure 4I). Despite the fact that 0%, 0.5%, and 1% EtOH–exposed (12 hpf–5 dpf) cohorts gained the same amount of body mass over the 8-week period, the periods when BMI gain was achieved were significantly affected by the interaction between prior EAE and diet (Figure 2, G and H).

### Visceral adiposity is preferentially increased in EAE adults.

Body fat and waist circumference are not routinely assessed in clinical practice, limiting our ability to assess adiposity in the human FASD cohort. Instead, we turned to AB zebrafish and used lipophilic Nile red dye to visualize and quantify adiposity following EAE. Visceral adipose tissue (VAT) size was quantified immediately before and for the duration of the diet challenge (Figure 3A). Males were used because female egg production limits accurate VAT quantification along adult organs. Before the diet challenge, when their BMI was significantly higher than that of controls, 1% EtOH–exposed males had an increased visceral adiposity as visualized by Nile red staining (Figure 3, A and B). This suggests that EAE is a risk factor for increased visceral adiposity during juvenile stages, even without HFHC diet.

After the 4-week diet challenge, adults previously exposed to 1% EtOH maintained a significantly enlarged VAT size relative to controls in the presence of HFHC diet but not ND (Figure 3, A and C). After 8 to 10 weeks of diet challenge, EAE adults receiving the ND had a significantly larger VAT area relative to ND-fed controls, whereas EAE adults receiving the HFHC diet eventually developed the same VAT area as their HFHC diet–fed control siblings (Figure 3, A and D). The significant increase in VAT size in HFHC diet–fed EAE adults was not due to increases in adipocyte cell size (Figure 3, E and F): adipocyte diameter and area significantly correlated with diet treatment, but not with EAE (Figure 3F). This indicates that increased adult VAT size may occur through an increase in white adipocyte number. Subcutaneous adipose tissue (SAT) measurements were unaffected by EAE, demonstrating that the effects on adipose tissue are specific to the VAT compartment (Figure 3, G and H). Collectively, these data indicate that EAE fish have a tendency toward visceral adiposity.

### Adult zebrafish activity is reduced by EAE.

To identify potential mechanisms of the EAE-associated susceptibility to obesity, we assessed energy balance by monitoring food intake and activity in the AB strain. We measured total food pellet consumption over a 10-day period, normalized to body weight (Figure 4A). EAE had no detectable impact on food consumption in adult males, suggesting that it is an unlikely mechanism for increased adiposity (Figure 4B). Multiple studies have demonstrated that EAE affects zebrafish swimming behaviors (35–38). To determine whether reduced locomotion was present in adults after EAE, we assessed activity level (35, 39–44). Adult fish were subjected to a 10-minute habituation period, followed by a monitored locomotion assay. EAE males had reduced swimming speed and reduced swimming distance, which could result in reduced energy expenditure (Figure 4, C and D). We also performed short 1-minute monitored locomotion assays following a 1-minute habituation period in obese and nonobese zebrafish. In this assay, EAE males receiving a HFHC diet had a significant reduction in swimming speed and spent more time performing turns than controls (Figure 4, E–G). Although this assay duration and habituation period did not detect differences in activity level between nonobese control and EAE fish, the presence of HFHC diet–induced differences suggests that HFHC diet may exacerbate behavioral phenotypes in EAE adults.

Given the apparent propensity for reduced locomotion in EAE adults, we determined whether EAE adults have reduced stamina. Adults were challenged with a laminar flow in a modified Blazka-type swim chamber (Figure 4H). Zebrafish normally swim upstream against the current; however, fatigue or unwillingness to swim can cause the fish to be swept downstream. EAE adults challenged with laminar flow (5 minutes) spent significantly more time near the rear of the chamber than control siblings, indicating that they were unable or unwilling to retain their position in the swim chamber (Figure 4I). Taken together, these findings suggest that mild reductions in activity level and stamina may accelerate the development of diet-induced obesity and poor metabolic health in EAE adults.

### Early alterations in embryonic growth and adipocyte development prime EAE larvae for diet-induced obesity.

Zebrafish first develop white adipose tissue (WAT) around 7 to 8 dpf in the region of the exocrine pancreas (45, 46). Given the fetal growth restriction, we hypothesized that the dynamics of WAT emergence are disrupted by EAE. At 8 dpf, lipid droplet number and total VAT area were significantly reduced in EAE larvae, demonstrating that there are fewer adipocytes (Figure 5, A–C). Despite initial maturation delays, VAT within the developing EAE larvae experienced catch-up growth and the total VAT area reached a normal level by 10 dpf (Figure 5, D–F). Zebrafish have pancreatic VAT (PVAT), abdominal VAT (AVAT), and renal VAT (RVAT) depots that are anatomically distinguishable and readily measurable following lipophilic staining (46). At 13 dpf, no significant differences in VAT distribution were evident (Supplemental Figure 5, A–D). However, by 20 dpf, 1% EtOH–exposed (12 hpf–5 dpf) larvae had a larger PVAT and smaller AVAT as a percentage of total VAT than control siblings (Figure 5, G–J). These findings indicate that EAE larvae have a preexisting propensity for altered lipid storage that may be reflective of a permanent alteration in lipid handling.

We next determined whether diet-induced obesity risk was present immediately after ethanol exposure or whether it developed later during life. Both 0% and 1% EtOH–exposed (12 hpf–5 dpf) AB larvae were subjected to a normal or a HFHC diet, which was proven to significantly increase VAT area and volume in WT larvae, and subsequently stained with Nile red for VAT size quantification (Supplemental Figure 5, E–H). Following ND, no significant difference in VAT size was observed between control and EAE cohorts; however, with HFHC diet, EAE larvae developed a 60.3% larger VAT volume/body length ratio (*P* = 0.0096) and a 40.7% larger VAT area/body area ratio (*P* = 0.0005) relative to controls (Figure 5, K and L, and Supplemental Figure 5, I and J). The significantly enlarged VAT size in HFHC diet–fed EAE larvae was initially achieved at 13 dpf (Supplemental Figure 5K). Enlarged VAT volume in EAE larvae resulted from an increased number of adipocytes. Although VAT cell number was significantly reduced relative to controls in EAE larvae receiving the ND (*P* = 0.0345), HFHC diet caused the EAE cohort to develop significantly more visceral adipocytes than sibling-matched controls (*P* = 0.0410) (Figure 5M). Both control and EAE larvae exhibited HFHC diet–induced adipocyte hypertrophy; however, no significant difference in cell diameter was observed between control and EAE fish under normal or HFHC diet conditions (Supplemental Figure 5, L and M). These data demonstrate that EAE changes the response to an HFHC diet to enhance VAT gain via an increase in adipocyte number and indicate that alterations in adipocyte development followed by compensatory growth set EAE larvae up for diet-induced obesity as early as 13 dpf.

### EAE induces lasting multiorgan gene expression changes, which respond uniquely to HFHC diet.

Developmental alterations often result from perturbations in transcriptional programs. In order to decipher the molecular mechanisms underlying altered diet-induced VAT gains in EAE animals, we performed bulk RNA-Seq on pooled control and EAE AB strain larvae in the presence and absence of HFHC diet (Figure 6A). 

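Larvae exposed to 0% or 1% EtOH from 12 hpf to 5 dpf were fed ND or HFHC diet from 6 dpf and collected at 13 dpf. Each sample was a pool of 15 whole larvae, and the 4 groups, control ND, EAE ND, control HFHC and EAE HFHC, had 3 samples each. Poly(A)-selected mRNA was sequenced as single-end reads, which the authors aligned to GRCz10 with STAR. They deposited read counts for 25935 genes, listed by symbol and not normalized, and the same genes as TPM, values corrected for gene length, which sum to 1000000 in every sample. Counts per sample ranged from 18582927 to 39115243 (median 22304203) in control ND larvae and from 18820927 to 22057789 (median 19875698) in EAE ND larvae. On HFHC diet they ranged from 19270865 to 22560201 (median 22334122) in control larvae and from 19722769 to 21009085 (median 20280685) in EAE larvae. The largest total, 39115243, belonged to control ND replicate 3. Genes with too few counts were removed with edgeR's filterByExpr, which left 19657 genes. These were normalized by the TMM method and all 12 samples were fitted together by edgeR's quasi-likelihood model, with p-values adjusted by the Benjamini-Hochberg method. The common coefficient of biological variation was 7.35%. Between replicates of a group, the chi-square statistic per degree of freedom was 4.50 to 8.34 over 12 pairs of samples, where counting error alone would give 1. The first principal component of the normalized counts held 28.2% of the variance and the next 14.6%. With 3 samples against 3, the groups of a gene separate completely by chance in 10% of splits, so no exact permutation test of a single gene can reach the 0.05 threshold and the p-values are those of the model.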

After recovering 8 days from EtOH exposure, 13 dpf EAE larvae receiving ND had 864 transcriptional changes that met the significance threshold of *P_adj_* < 0.05 (Figure 6B and Supplemental Table 1). 

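Between EAE and control larvae on ND, 257 of the 19657 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 167 were higher and 90 lower in EAE larvae. The unadjusted p-value was under 0.05 for 3073 genes, where 983 would be by chance. All 864 genes of the paper's Table S1 were among the genes tested, each with an unadjusted p-value under 0.05 and the direction given in the table, and 245 of the 257 genes were in the table. The count rested on single samples: without control ND replicate 2 it was 7, without EAE ND replicate 1 it was 28, and without EAE ND replicate 3 it was 32. Of the alternative settings, limma on log2(TPM + 0.1) moved the count most, to 5. Of the genes that rose, cyp1a (ENSDARG00000098315, chromosome 18 of GRCz10 from 5738730 to 5749620) was at 98.1 ± 10.2 counts per 1000000 counts (CPM, mean ± SD, n = 3) in EAE and 69.5 ± 4.86 (SD, n = 3) in control larvae. This was a log2 fold change of 0.50 (standard error 0.0713, adjusted p = 0.00872 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sodium/calcium exchanger gene slc24a2 (ENSDARG00000042988, chromosome 1 from 11322873 to 11357590) was at 34.9 ± 4.96 CPM (SD, n = 3) against 21.9 ± 1.89 (SD, n = 3), a log2 fold change of 0.68 (standard error 0.101, adjusted p = 0.00872 from the same edgeR test). With limma on log2(TPM + 1), the adjusted p of slc24a2 was 0.0506, and over its alternatives it ranged from 3.68e-06 to 0.0506. Of the genes that fell, the globin gene hbaa1 (ENSDARG00000097011, chromosome 3 from 54845443 to 54851382) was at 1.57 ± 1.38 CPM (SD, n = 3) in EAE and 22.1 ± 4.49 (SD, n = 3) in control larvae, a log2 fold change of -3.77 (standard error 0.380, adjusted p = 5.42e-04 from the same edgeR test). The globin gene hbba1, which the larval table lists by symbol alone, was at 1.51 ± 1.68 CPM (SD, n = 3) against 26.6 ± 8.42 (SD, n = 3), a log2 fold change of -4.07 (standard error 0.458, adjusted p = 0.00123 from the same edgeR test).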

We categorized these differentially regulated genes using Gene Ontology enRIchment anaLysis and visuaLizAtion tool (GOrilla) Gene Ontology (GO) term analysis (Figure 6C and Supplemental Table 2). 

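The neuronal genes were read as a list of 70 genes of synaptic transmission, axon growth and neuronal differentiation, all of which had enough counts. Their median log2 fold change in EAE larvae on ND was 0.31, with 65 genes higher and 5 lower (p-value 8.72e-23 by camera, with the correlation between genes preset at 0.01). Of these genes, 17 had an adjusted p-value under 0.05 over all genes tested and 42 when adjusted over the list alone. The lists of skeletal muscle and of extracellular matrix and cartilage moved the other way, while that of intestinal epithelium did not. The median of 69 skeletal muscle genes was -0.15, with 7 genes higher and 62 lower (p-value 1.29e-13 by camera), and the count of genes with an adjusted p-value under 0.05 was 11 over all genes and 28 when adjusted over the list alone. The median of 45 genes of extracellular matrix and cartilage was -0.12, with 6 higher and 39 lower (p-value 4.57e-07 by camera), and the counts were 6 over all genes and 17 when adjusted over the list alone. Under fry, which takes the correlation between genes from the samples, the p-values were 0.0105 for the neuronal, 0.0104 for the muscle and 0.0280 for the matrix list. With camera's correlation estimated in place of preset, which moved these lists most, they were 0.0722, 0.0831 and 0.113. With each sample left out in turn, the median of the neuronal list ranged from 0.27 to 0.35.

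**Figure D1:**
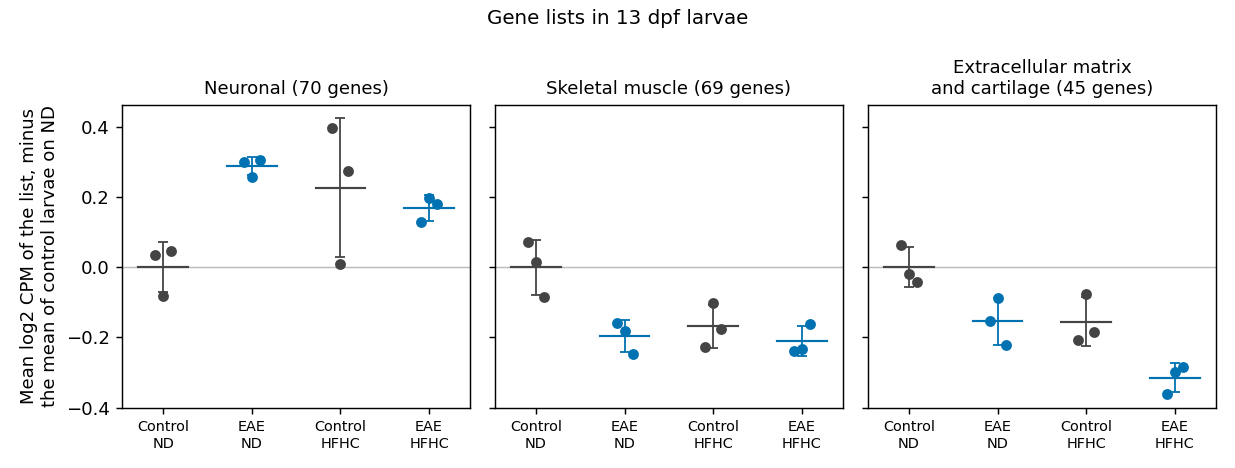
Mean log2 CPM of the neuronal (70), skeletal muscle (69) and extracellular matrix and cartilage (45) genes in each larval sample, less the mean of the control ND samples (vertical axis, log2), for the 4 groups of 3 samples, with the mean and SD of each group. On ND the neuronal genes of EAE larvae lie above those of control larvae, with a median log2 fold change of 0.31.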

Alterations in the expression of genes critical for neuron projection guidance (*P* = 2.23 × 10^–08^), synaptic transmission (*P* = 4.76 × 10^–08^), and nervous system development (*P* = 3.11 × 10^–06^) were the most prevalent, suggesting that aberrations in neuronal function promote behavioral alterations and diet-induced obesity (Supplemental Table 2). These lasting transcriptional changes pinpoint regulators of FASD-related phenotypes and showcase the widespread and persistent effects that EtOH has on development.

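In control larvae, 3368 genes had an adjusted p-value under 0.05 between HFHC diet and ND (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1884 higher and 1484 lower on HFHC diet. The unadjusted p-value was under 0.05 for 6361 genes. In EAE larvae the adjusted count was 2421, with 1609 genes higher and 812 lower, and the unadjusted count was 5251. The counts moved most when a log2 fold change above 0.5 in size was also required, to 977 in control and 971 in EAE larvae. Without control HFHC replicate 1 the count in control larvae was 1868, and without EAE HFHC replicate 2 the count in EAE larvae was 1525. Among the genes that rose in control larvae, rhpn2 (ENSDARG00000014577, chromosome 7 of GRCz10 from 38078407 to 38122163) was at 64.4 ± 1.50 CPM (SD, n = 3) on HFHC diet and 24.2 ± 1.31 (SD, n = 3) on ND. The log2 fold change of rhpn2 was 1.41 (standard error 0.0659, adjusted p = 4.13e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcription factor gene foxq1a (ENSDARG00000030896, chromosome 2 from 848413 to 849804) fell from 31.1 ± 2.19 CPM (SD, n = 3) to 12.2 ± 0.556 (SD, n = 3), a log2 fold change of -1.35 (standard error 0.0767, adjusted p = 2.20e-08 from the same edgeR test). The transglutaminase gene tgm2a (ENSDARG00000070157, chromosome 23 from 43362724 to 43379521) fell in control larvae by 0.80 on the log2 scale (standard error 0.0694, adjusted p = 1.79e-06 from the same edgeR test), from 72.6 ± 3.33 to 41.7 ± 2.96 CPM (SD, n = 3), and in EAE larvae by 0.90 (standard error 0.0703, adjusted p = 1.29e-06). In EAE larvae clca1 (ENSDARG00000016290, chromosome 15 from 14173695 to 14184474) rose from 51.6 ± 0.900 CPM (SD, n = 3) to 104 ± 2.5 (SD, n = 3), with a standard error of 0.0613 on the log2 scale and an adjusted p of 1.14e-07 from the same edgeR test.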

The introduction of an HFHC diet altered gene expression profiles in both control and EAE larvae (Figure 6D and Supplemental Tables 3 and 4). 

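The 29 obesity-related genes of Fig. S6B all had higher levels on HFHC diet in control larvae, with a median log2 fold change of 0.94 (p-values of 5.55e-30 by camera, 6.62e-09 by fry and 8.80e-05 by camera with estimated correlation). Of these, 28 had an adjusted p-value under 0.05 over all genes tested and 29 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. The angiopoietin-like gene angptl4 (ENSDARG00000035859, chromosome 2 of GRCz10 from 24881111 to 24886867) rose from 128 ± 3.59 CPM (SD, n = 3) to 276 ± 15.5 (SD, n = 3), a log2 fold change of 1.11 (standard error 0.0579, adjusted p = 7.71e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and rose by 1.26 in EAE larvae. The cochaperone gene fkbp5 (ENSDARG00000028396, chromosome 6 from 41098522 to 41118517) was at 182 ± 26.8 CPM (SD, n = 3) on ND and 582 ± 26.1 (SD, n = 3) on HFHC diet. The log2 fold change of fkbp5 was 1.68 (standard error 0.0805, adjusted p = 4.13e-09 from the same edgeR test). The adjusted p of crp6 was 0.0240, and it was 0.0887 without control HFHC replicate 1, 0.0835 without control HFHC replicate 3 and 0.117 without control ND replicate 3. The gene short of the threshold over all genes was srebf1 (adjusted p = 0.0721 from the same edgeR test), at 0.0436 without control ND replicate 1. A list of 38 circadian clock genes had a median log2 fold change of 0.29, with 34 genes higher and 4 lower (p-values of 1.38e-12 by camera, 1.39e-07 by fry and 0.00101 by camera with estimated correlation). Of these, 25 had an adjusted p-value under 0.05 over all genes and 31 when adjusted over the list alone.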

In control cohorts, HFHC diet reliably induced transcriptional changes in genes previously associated with metabolism, obesity, fatty liver, diabetes, inflammation, and altered circadian rhythm (Supplemental Figure 6, A–C, and Supplemental Tables 3 and 5). Since HFHC diet, but not ND, increased VAT size in EAE larvae, we hypothesized that EAE larvae would have a unique transcriptional response to diet challenge. We first identified 1468 significant (*P* < 0.05) differences in gene expression between control and EAE larvae receiving the HFHC diet (Supplemental Tables 6 and 7). Of these significant changes, 130 genes had a log_2_(FC) of less than –0.5 and 135 had a log_2_(FC) of more than 0.5. 

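Between EAE and control larvae on HFHC diet, 1633 of the 19657 genes had an unadjusted p-value under 0.05 by edgeR's quasi-likelihood test, where 983 would be by chance. After Benjamini-Hochberg adjustment, 46 genes had a p-value under 0.05, 16 higher and 30 lower in EAE larvae. Over the alternative settings, the adjusted count ranged from 14 with limma on log2(TPM + 0.1) to 130 with DESeq2. Leaving out control HFHC replicate 2 gave 8 genes, and leaving out control HFHC replicate 3 gave 60. Without a single sample, the unadjusted count was between 1303 and 1786. The mucin gene muc5.3 (ENSDARG00000099470, chromosome 7 of GRCz10 from 72041890 to 72088651) was at 14.7 ± 3.03 CPM (SD, n = 3) in EAE and 3.80 ± 1.59 (SD, n = 3) in control larvae, a log2 fold change of 1.92 (standard error 0.250, adjusted p = 0.00427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The growth factor gene fgf4 (ENSDARG00000105230, chromosome 7 from 54347408 to 54355224) rose by 0.80 on the log2 scale (standard error 0.129, adjusted p = 0.0261 from the same edgeR test), and its adjusted p was 0.101 without control HFHC replicate 1, 0.0799 without control HFHC replicate 2, 0.0960 without EAE HFHC replicate 1 and 0.112 without EAE HFHC replicate 3. The gene myzap (ENSDARG00000075017, chromosome 7 from 52114888 to 52142707) was at 29.5 ± 0.847 CPM (SD, n = 3) against 41.7 ± 2.85 (SD, n = 3) and had an adjusted p of 0.0149 from the same edgeR test, which was 0.0737 without control HFHC replicate 2, 0.0676 without EAE HFHC replicate 2 and 0.0904 without EAE HFHC replicate 3.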

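Of the genes with an unadjusted p-value under 0.05 by edgeR's quasi-likelihood test, 156 had a log2 fold change under -0.5 and 189 a log2 fold change over 0.5. With limma on log2(TPM + 1), which moved these counts most, they were 86 and 80. Leaving out each sample in turn gave 146 to 209 genes under -0.5 and 193 to 262 over 0.5, with the highest counts of both without control HFHC replicate 3.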

Next, we performed unsupervised hierarchical clustering on significantly dysregulated genes using pheatmap. We discovered 7 clusters of genes whose expression levels in EAE larvae were more dramatically dysregulated following the introduction of the HFHC diet than during the ND (Figure 6E and Supplemental Table 8). Among these clusters, there was enrichment for categories related to steroid (*P* = 9.48 × 10^–09^) and lipid biosynthesis (*P* = 1.5 × 10^–06^), cholesterol metabolic processes (*P* = 6.13 × 10^–07^), and secondary alcohol metabolic processes (*P* = 3.35 × 10^–07^; Figure 6F and Supplemental Table 9). These pathways were primarily dysregulated in EAE larvae in response to HFHC diet challenge, demonstrating that, in addition to the baseline changes induced by EAE, there is a unique molecular response of EAE larvae to HFHC diet. 

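The clusters were not rebuilt here, and the genes were followed from one diet to the other instead. The 46 genes with an adjusted p-value under 0.05 on HFHC diet had a median change of 0.63 in size on the log2 scale between EAE and control larvae on that diet. On ND the median of the same genes, counted in the direction of the change on HFHC diet, was -0.06. The change was smaller on ND for 44 of the 46 genes, and 20 kept the direction. The interaction of EtOH and diet had an adjusted p-value under 0.05 for 18 of the 46 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On ND, 4 of the 46 had an adjusted p-value under 0.05 and 17 an unadjusted one. As the genes were chosen on HFHC diet, a smaller change on ND is partly given by the choice.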

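A list of 23 cholesterol biosynthesis genes had a median log2 fold change of 0.31 in EAE larvae relative to controls on HFHC diet, with 20 genes higher and 3 lower (p-values of 2.00e-14 by camera, 0.0133 by fry and 0.0589 by camera with estimated correlation). Of these, 3 had an adjusted p-value under 0.05 over all genes tested and 18 when adjusted over the list alone. On ND the median was 0.12, with 19 higher and 4 lower (p-values of 0.00109 by camera and 0.217 by fry), and no gene passed either adjustment (0 over all genes and 0 adjusted over the list alone, against 6 with an unadjusted p-value under 0.05). The difference between the diets itself, tested as the interaction of EtOH and diet, had a median of 0.14 (p-values of 0.00297 by camera and 0.267 by fry). With each sample left out in turn, the median on HFHC diet was between 0.22 and 0.36. On ND it was between 0.06 and 0.16, and without EAE ND replicate 3 the camera p was 0.0549. That of the interaction was between 0.06 and 0.23, with a camera p of 0.0883 without EAE HFHC replicate 1.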

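The interaction of EtOH and diet, that is the difference between the EtOH effects on HFHC diet and on ND, had an adjusted p-value under 0.05 for 50 of the 19657 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 16 positive and 34 negative, and an unadjusted one for 2712 genes, where 983 would be by chance. DESeq2 moved the count most, to 254. Leaving out EAE HFHC replicate 1 gave 15 genes, and leaving out control HFHC replicate 2 gave 386. The interaction of fkbp5 was -0.94 on the log2 scale (standard error 0.111, adjusted p = 0.00483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EAE larvae fkbp5 was at 258 ± 2.78 CPM (SD, n = 3) on ND and 429 ± 9.91 (SD, n = 3) on HFHC diet, a log2 fold change of 0.73. Between EAE and control larvae on HFHC diet its log2 fold change was -0.44 (adjusted p = 0.0321 from the same edgeR test), with adjusted p-values from 0.0679 to 0.137 with any of the 6 samples left out. The phosphatase gene dusp5 (ENSDARG00000019307, chromosome 22 of GRCz10 from 29962131 to 29973677) had an interaction of -0.69 (standard error 0.109, adjusted p = 0.0145 from the same edgeR test), and hif1al (ENSDARG00000100826, chromosome 15 from 25568688 to 25592316) one of -0.81 (standard error 0.125, adjusted p = 0.0145). The obesity-related genes of Fig. S6B, which rose on HFHC diet in control larvae, rose less in EAE larvae. Their median log2 fold change with diet in EAE larvae was 0.53, the median of the interaction was -0.36, and 25 of the 29 genes had a negative interaction (p-values of 3.10e-09 by camera, 4.73e-04 by fry and 0.00544 by camera with estimated correlation). Of these interactions, 3 had an adjusted p-value under 0.05 over all genes and 14 when adjusted over the list alone, on genes the study chose on these samples. The neuronal list, higher in EAE larvae on ND, had a median of -0.06 on HFHC diet, which was 0.03 without control HFHC replicate 1, and a median interaction of -0.36 with 68 of 70 genes negative (p-values of 1.10e-21 by camera, 0.0210 by fry and 0.0786 by camera with estimated correlation). Of the 70 interactions, 1 had an adjusted p-value under 0.05 over all genes and 40 when adjusted over the list alone. Relative to the mean of control ND larvae, the mean log2 CPM of the list was 0.39, 0.01 and 0.27 in control HFHC replicates 1, 2 and 3. It was 0.30, 0.26 and 0.31 in the EAE ND and 0.13, 0.20 and 0.18 in the EAE HFHC replicates. The negative interaction thus joins a rise on HFHC diet in control larvae, small in replicate 2, with a fall in EAE larvae. From the pathways changed primarily in EAE larvae under HFHC diet, the paper concludes that EAE larvae have a molecular response to the diet of their own, beyond the changes that EAE makes at baseline.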

We also identified 4 clusters of genes that were differentially expressed in EAE larvae with ND, but not HFHC diet (Supplemental Figure 6D). 

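The 257 genes with an adjusted p-value under 0.05 on ND had a median change of 0.48 in size on the log2 scale between EAE and control larvae. On HFHC diet their median in the direction of the ND change was -0.03, with 102 genes in that direction and 253 with a smaller change than on ND. On HFHC diet, 4 of them had an adjusted p-value under 0.05 and 37 an unadjusted one (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction of EtOH and diet had an adjusted p-value under 0.05 for 25 of the 257 genes. Because these genes were chosen on ND, a smaller change on HFHC diet is partly given by the choice.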

Cluster 1 genes, which were downregulated in EAE larvae receiving the ND, exhibited a partial rescue in expression with HFHC diet (Supplemental Figure 6, E and F, and Supplemental Tables 10 and 11). 

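Cluster 1 itself was not rebuilt, and the 90 genes that were lower in EAE larvae on ND were taken in its place. Their median log2 fold change between EAE and control larvae was -0.56 on ND and -0.08 on HFHC diet, where 58 of the 90 were lower. From ND to HFHC diet their median rose by 0.31 in EAE larvae and fell by 0.20 in control larvae. Both shifts are partly given by the choice of the genes, which were taken for low levels in EAE and high levels in control larvae on ND. The interaction had an adjusted p-value under 0.05 for 9 of the 90 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 90, hbaa1 rose on HFHC diet in EAE larvae by 1.87 on the log2 scale (adjusted p = 0.0110 from the same edgeR test), and its interaction of 2.51 had an adjusted p of 0.0541.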

Taken together, these findings demonstrate that EAE can interact with diet to influence gene expression in the developing larvae.

Of the disease-relevant genes that were differentially regulated in EAE larvae, several were significantly HFHC diet responsive. 

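In control larvae ahsg1 (ENSDARG00000026764, chromosome 22 of GRCz10 from 37920796 to 37927972) was at 61.5 ± 4.25 CPM (SD, n = 3) on ND and 24.3 ± 13.0 (SD, n = 3) on HFHC diet, a log2 fold change of -1.33 (standard error 0.235, adjusted p = 0.00136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EAE larvae it was at 64.3 ± 13.5 CPM (SD, n = 3) on ND and 10.0 ± 1.2 (SD, n = 3) on HFHC diet, a log2 fold change of -2.68 (standard error 0.261, adjusted p = 1.35e-05 from the same edgeR test). The difference between these responses, tested as an interaction, was -1.35 on the log2 scale (standard error 0.351, adjusted p = 0.0976). Without a filter on low counts, that adjusted p was 0.0464, and over the alternatives it ranged from 0.0464 to 0.231. Without control HFHC replicate 2 it was 0.0196. Between EAE and control larvae on HFHC diet, the log2 fold change of ahsg1 was -1.29 (adjusted p = 0.0678 from the same edgeR test), and without control HFHC replicate 1 it was -0.76. Its adjusted p was 0.0366 with DESeq2 and 0.0140 without a filter on low counts, with a range from 0.0140 to 0.150 over the alternatives, and it was 0.0362 without control HFHC replicate 2 and 0.0447 without control HFHC replicate 3. The bile salt export pump gene abcb11b (ENSDARG00000070078, chromosome 11 from 13165966 to 13211184) rose on HFHC diet from 59 ± 4.13 to 83.1 ± 4.28 CPM (SD, n = 3) in control larvae, a log2 fold change of 0.49 (standard error 0.0609, adjusted p = 5.28e-05 from the same edgeR test). In EAE larvae it rose from 56.7 ± 1.39 to 98.0 ± 2.64 CPM (SD, n = 3), a log2 fold change of 0.79 (standard error 0.0613, adjusted p = 1.29e-06 from the same edgeR test). Its interaction was 0.30 (standard error 0.0862, adjusted p = 0.128), and the adjusted p ranged from 0.0848 to 0.325 over the alternatives.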

Orthologs of fetuin-A (*ahsg1*) and ATP binding cassette subfamily B member 11 (*abcb11b)*, liver-expressed genes associated with obesity and metabolic syndrome, were downregulated and upregulated in response to HFHC diet, respectively; however, this transcriptional response was significantly greater in EAE larvae (Figure 6, G and H, and refs. 47–50). Genes directly associated with adipogenesis and obesity, including growth hormone 1 (*gh1)* and dehydrogenase/reductase 7 *(dhrs7b)*, were also uniquely dysregulated in EAE larvae in response to HFHC diet (Figure 6, I and J, and refs. 51–53). 

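The growth hormone gene gh1 (ENSDARG00000038185, chromosome 3 of GRCz10 from 22197190 to 22202365) was at 8.03 ± 3.67 CPM (SD, n = 3) in control and 3.02 ± 0.106 (SD, n = 3) in EAE larvae on ND, and at 6.06 ± 1.11 (SD, n = 3) and 8.51 ± 1.44 (SD, n = 3) on HFHC diet. From ND to HFHC diet it rose in EAE larvae by 1.49 on the log2 scale (standard error 0.261, adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and changed by -0.36 in control larvae (adjusted p = 0.300), where the change was 0.03 without control ND replicate 2. The interaction was 1.85 (standard error 0.351, adjusted p = 0.0413 from the same edgeR test). With limma on log2(TPM + 1) its adjusted p was 0.0894, and it was above 0.05 in 6 of the 12 fits that each left out a sample, between 0.0550 without EAE HFHC replicate 2 and 0.113 without EAE HFHC replicate 1. Between EAE and control larvae, gh1 was lower on ND by a log2 fold change of -1.36 (standard error 0.260, adjusted p = 0.0257 from the same edgeR test), while on HFHC diet the log2 fold change was 0.49 (adjusted p = 0.605). On ND its adjusted p was 0.0566 with limma on log2(TPM + 1), 0.0560 with only the 2 groups compared in the fit, 0.0634 without control ND replicate 2, 0.0740 without EAE ND replicate 1 and 0.112 without EAE ND replicate 3. The gene dhrs7b (ENSDARG00000075726, chromosome 3 from 15699591 to 15709597) had low counts, with 0.731 ± 0.216 CPM (SD, n = 3) in control and 2.07 ± 0.588 (SD, n = 3) in EAE larvae on HFHC diet. Its log2 fold change between them was 1.52 (standard error 0.372, adjusted p = 0.118 from the same edgeR test). With only the 2 groups compared in the fit the adjusted p was 0.0485, in a range from 0.0485 to 0.165 over the alternatives. On ND dhrs7b was at 0.956 ± 0.404 CPM (SD, n = 3) in control and 1.07 ± 0.520 (SD, n = 3) in EAE larvae. Its response to diet was 0.94 in EAE larvae (adjusted p = 0.0925, from 0.0384 with a replicate block to 0.102 over the alternatives), and the adjusted p of its interaction was 0.296. In control larvae its response to diet was -0.35, and 0.03 without control ND replicate 1. Of the 4 genes of Fig. 6, the interaction of 1 had an adjusted p-value under 0.05 over all genes and those of 4 when adjusted over the list alone, on genes the study chose on these samples.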

Although no gene appears to singlehandedly explain the propensity for diet-induced VAT gain in EAE individuals, shifts in the expression of genes relevant to metabolism and lipid handling suggest that a suite of transcriptional changes likely contributes to this phenotype.

### EAE impairs hepatic development and increases the propensity for hepatic stress.

The liver is the primary metabolic organ of the body, and alterations in its response to HFHC diet are a risk factor for the development of metabolic syndrome (54). Therefore, we examined the impact of EAE on hepatic development using fluorescent reporter lines and in situ hybridization. EAE resulted in significantly reduced liver and biliary tree size, as visualized and quantified in *Tg(fabp10a:mKate)* and *Tg(tp1glob:eGFP)* transgenic lines at 78 hpf, and diminished the number of *Tg(fabp10a:NLS-mcherry)*^+^ hepatocytes (Figure 7, A–E). Outgrowth of the *foxa3^+^* hepatic and pancreatic buds was disrupted by EAE at 48 hpf, though hepatic progenitor specification was not substantially impaired (Supplemental Figure 7A). These data demonstrate that EAE impairs hepatic differentiation and outgrowth and indicate that altered development may contribute to metabolic abnormalities later in life.

Though control and EAE larvae exhibited similar rates of diet-induced hepatic steatosis following HFHC diet challenge, lasting transcriptional changes in EAE larvae led us to hypothesize that the transcriptional status and physiological function of the adult liver were perturbed following EAE (Supplemental Figure 7, B–D). To evaluate this possibility, we performed RNA-Seq in 5 individual livers from family-matched 0%, 0.5%, and 1% EtOH–exposed (12 hpf–5 dpf) AB strain cohorts following 8 weeks of normal and HFHC diet (30 individual livers) when BMI had normalized between the groups (Figure 7F). 

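Each library came from 1 liver, and each of the 6 groups of EtOH dose and diet had 5 livers. The diets began at 65 dpf. The authors aligned the reads with STAR, counted them on the exons of Ensembl genes with htseq-count, and compared each EtOH-exposed group with its control group by DESeq2. The deposited tables hold the counts of 25680 genes with identifiers and positions on GRCz10, the authors' DESeq2 results, which were used here only to set beside the values computed, and normalized counts, which were not used. On ND, counts per liver ranged from 8131371 to 10899894 (median 9550868) for 0%, from 9795282 to 12963071 (median 11245814) for 0.5% and from 10502629 to 11574778 (median 10921674) for 1% EtOH. On HFHC diet they ranged from 9339786 to 12146437 (median 11253044), from 11346645 to 12549045 (median 11907370) and from 9757169 to 11720953 (median 11524465). Each EtOH-exposed group was compared with the controls of its diet by edgeR's quasi-likelihood model on these 10 livers, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. The coefficient of biological variation of these fits was 50.5% for 1% and 40.6% for 0.5% EtOH on ND, and 29.6% for 1% and 34.1% for 0.5% EtOH on HFHC diet. Within groups it was highest, at 58.7%, in the control livers on ND. Genes of other organs took different shares of the counts in these livers. In control ND livers, 17 genes of intestinal epithelium took 1.04%, 2.08% and 6.81% of the counts of replicates 1, 2 and 3 and 0.23% of replicates 4 and 5, and 14 genes of exocrine pancreas took 0.33% to 3.46%. Exposed livers with a high intestinal share were 1% EtOH ND replicates 3 (1.27%) and 5 (2.21%) and 0.5% EtOH HFHC replicate 2 (1.14%). With 0.5% EtOH on HFHC diet the intestinal list had a median log2 fold change of 4.25 in a fit of all 30 livers (3.76 with 1 gene at its bound), and of 2.52 over the 9 genes tested in the 10 livers (p-value 0.958 by fry). In control livers on HFHC diet the pancreatic genes took 0.019% to 0.085%. To test effects that differ between diets, all 30 livers were also fitted together, with 14225 genes, a setting chosen after seeing the data. The interaction of 1% EtOH and diet had an adjusted p-value under 0.05 for 0 genes (765 unadjusted) and that of 0.5% EtOH and diet for 1125 genes. With the livers' scores for the intestinal and pancreatic genes added to that fit, also chosen after seeing the data, the count for 0.5% EtOH and diet was 0 (972 unadjusted).

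**Figure D2:**
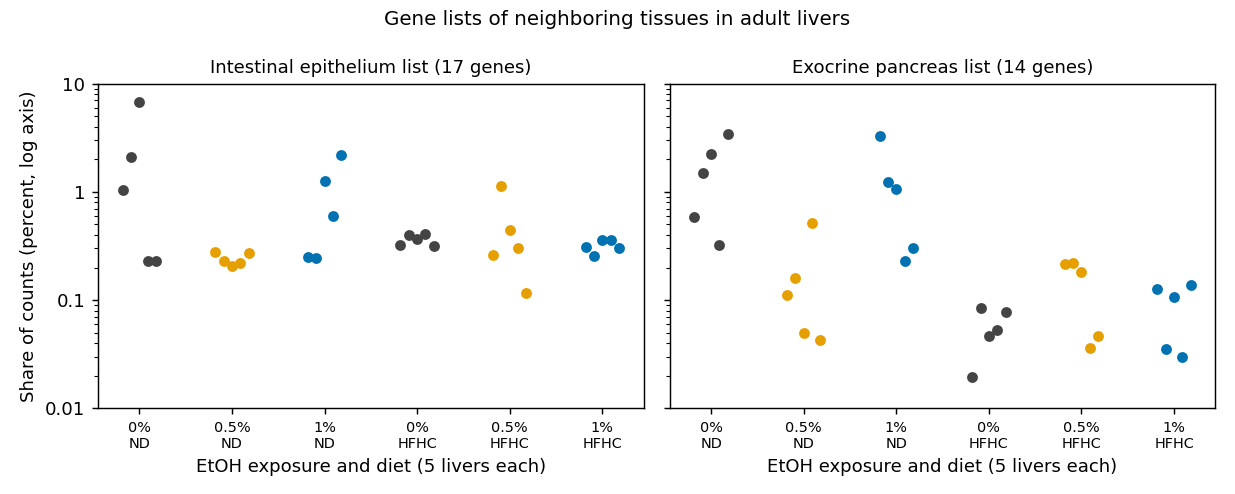
Share of all counts (percent, log axis) taken by 17 genes of intestinal epithelium and 14 genes of exocrine pancreas in each of the 30 livers, by group. Control ND replicate 3 has the highest intestinal share of its group, 6.81%, and the pancreatic genes of the control livers on HFHC diet stay at or below 0.085%.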

EAE (1% EtOH) livers from under ND conditions had 848 significant (*P* < 0.05) transcriptional alterations, but few (*n* = 10) met the significance threshold of *P_adj_* < 0.05. In contrast, EAE (1% EtOH) fish fed a HFHC diet had 96 dysregulated transcripts meeting the threshold of *P_adj_* < 0.05 (Figure 7, G and H, and Supplemental Table 12 and 13). 

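Of the 12989 genes tested in livers on ND, 2 had an adjusted p-value under 0.05 between 1% EtOH-exposed and control fish (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 572 had an unadjusted one, where 649 would be by chance. The unadjusted count moved most, to 1404, when all 30 livers were fitted together with scores for intestinal and pancreatic genes, a setting chosen after seeing the data. DESeq2 moved the adjusted count most, to 40. Leaving out each liver in turn gave 0 to 3 genes by adjusted and 449 to 719 by unadjusted p-value. The perlecan gene hspg2 (ENSDARG00000076564, chromosome 23 of GRCz10 from 26616066 to 26799096) was at 18.8 ± 3.92 CPM (SD, n = 5) in EtOH-exposed and 5.45 ± 1.06 (SD, n = 5) in control livers, with an adjusted p of 0.0380 from the same edgeR test. The gene FO904898.4, which has a clone name (ENSDARG00000090869, chromosome 22 from 6852416 to 6860493), had counts from 14 to 20 in EtOH-exposed and from 0 to 1 in control livers. It was thus at least 4.42-fold higher (adjusted p = 0.0380 from the same edgeR test). Over the alternatives, the adjusted p ranged from 8.79e-12 to 0.621 for hspg2 and from 2.60e-04 to 0.749 for FO904898.4. The lowest values came from DESeq2, chosen after seeing the data for these genes. Both genes were also under 0.05 with a pseudocount of 10 (0.0374) and with RLE normalization (0.0368), the latter a setting chosen after seeing the data. The adjusted p of hspg2 was 0.0864 without a filter on low counts, 0.177 with quantile normalization, 0.621 with a replicate block, 0.391 with all 30 livers in the fit and 0.319 with tissue scores added, and that of FO904898.4 was 0.153, 0.749, 0.621, 0.0853 and 0.0983. With single livers left out the adjusted p ranged up to 0.226 for both, and it exceeded 0.05 in 9 of 10 fits for hspg2 and in 10 of 10 for FO904898.4. In the authors' deposited comparison, 10 genes had an adjusted p-value under 0.05, 9 of which were tested here, all with an unadjusted p-value under 0.05 in the same direction. The adjusted p there was 8.92e-10 for hspg2 and 1.91e-07 for FO904898.4.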

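In livers on HFHC diet, 1 of 12305 genes had an adjusted p-value under 0.05 between 1% EtOH-exposed and control fish (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p-value was under 0.05 for 1187 genes, 576 higher and 611 lower, where 615 would be by chance. DESeq2 moved the adjusted count most, to 81, with 21 genes higher and 60 lower. Leaving out each liver in turn gave 0 to 5 genes, with 5 without control HFHC replicate 6. The authors' deposited comparison has 96 genes with an adjusted p-value under 0.05, and all 96 had an unadjusted p-value under 0.05 here in the same direction. By adjusted p-value 0 genes were shared. The gene called here, ACOT12, has a p-value of 1.42e-16 from DESeq2 in that comparison but no adjusted one. The acyl-CoA thioesterase gene ACOT12 (ENSDARG00000054534, chromosome 10 of GRCz10 from 43077276 to 43096220) was at 18.4 ± 8.15 CPM (SD, n = 5) in EtOH-exposed and 2.42 ± 0.718 (SD, n = 5) in control livers. This made a log2 fold change of 2.91 (standard error 0.343, adjusted p = 0.0342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.149 with a replicate block and 0.474 with all 30 livers in the fit, in a range from 1.37e-12 to 0.474 over the alternatives, and from 0.00353 to 0.214 with single livers left out. With 0.5% EtOH on HFHC diet, 0 of 12318 genes had an adjusted p-value under 0.05 and 1403 an unadjusted one, and DESeq2 gave 138. With 0.5% EtOH on ND, 0 of 12227 genes had an adjusted and 1676 an unadjusted p-value under 0.05, while DESeq2 gave 1010 and the fit of all 30 livers, chosen after seeing the data, gave 1132.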

GO term analysis identified core pathways in EAE (0.5; 1.0% EtOH) livers that were disrupted by HFHC diet (Figure 7I and Supplemental Tables 14 and 15). 

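Translation was read through 92 cytosolic ribosomal protein genes. In 1% EtOH-exposed livers on HFHC diet their median log2 fold change was -0.29, with 7 genes higher and 85 lower (p-values of 1.53e-24 by camera, 0.0273 by fry and 0.110 by camera with estimated correlation). In 0.5% EtOH-exposed livers the median was -0.10, with 5 higher and 87 lower (p-values of 9.36e-06 by camera, 0.211 by fry and 0.437 by camera with estimated correlation). The adjusted p-value was under 0.05 for 0 genes over all genes tested at both doses, for 2 genes when adjusted over the list alone at 1% and for 0 at 0.5% EtOH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 51 and 2 genes had an unadjusted one. The genes shared these directions on ND, where the median with 1% EtOH was -0.42 (p-values of 1.90e-11 by camera and 0.290 by fry) and was -0.03 without control ND replicate 1. The interaction of 1% EtOH and diet had a median of 0.12 (p-value 0.648 by camera). With single livers left out, the median on HFHC diet ranged from -0.37 to -0.23 for 1% and from -0.16 to -0.05 for 0.5% EtOH. It was -0.05 without control HFHC replicate 3 and -0.16 without 0.5% EtOH HFHC replicate 2.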

Translational termination (*P* = 2.37 × 10^–16^) and elongation (*P* = 4.05 × 10^–14^), the cytosolic ribosome (*P* = 1.81 × 10^–15^), and protein targeting to the ER (*P* = 1.12 × 10^–13^) were among the most significantly disrupted processes (Supplemental Tables 14 and 15).

In both 0.5% and 1.0% EtOH–exposed (12 hpf–5 dpf) cohorts, dysregulation of stress response and protein-folding genes, including genes indicative of ER stress (*bip/hspa5*, *atf4*, *vcp*, *nfe2l1b/nrf1)*, was evident (Figure 7J and Supplemental Tables 13 and 16). 

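A list of 29 genes of the unfolded protein response had a median log2 fold change of 0.29 in 1% EtOH-exposed livers on HFHC diet, with 25 genes higher and 4 lower (p-values of 9.19e-06 by camera and 0.0923 by fry). In 0.5% EtOH-exposed livers the median was 0.52, and all 29 were higher (p-values of 1.74e-06 by camera and 0.130 by fry). With camera's correlation estimated, the p-values were 0.139 and 0.192. The median was 0.20 without control HFHC replicate 4 at 1% and 0.30 without 0.5% EtOH HFHC replicate 5 at 0.5% EtOH. At both doses 0 genes had an adjusted p-value under 0.05 over all genes tested, against 2 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the unadjusted p-value was under 0.05 for 8 and 5 genes. Of the 16 protein folding and ER stress genes of Fig. 7J, 7 were higher and 9 lower with 1% EtOH, and 15 had a p-value under 0.05 when adjusted over the list alone, on genes the study chose on these samples, against 0 over all genes (15 unadjusted). With 0.5% EtOH these counts were 8, 8, 1 and 0 (5 unadjusted). With 1% EtOH on HFHC diet, the 7 higher genes were hspa5, atf4a, atf4b, vcp, nfe2l1b, dnajb11 and hspa4a. The 9 lower ones were hsp90ab1, ppid, cct8, tcp1, unc45a, rpl10a, rpl22l1, eif3s6ip and eef1b2. The ER stress genes that the paper names were thus all among the higher ones. In livers on HFHC diet, vcp (ENSDARG00000020008, chromosome 5 of GRCz10 from 40910234 to 40920827) was at 151 ± 11.8 CPM (SD, n = 5) with 1% EtOH and 120 ± 7.37 (SD, n = 5) in controls, without overlap, which chance gives in 0.794% of genes not chosen on these livers. Its log2 fold change had a standard error of 0.0960, an unadjusted p of 0.00476 and an adjusted p of 0.388 from the same edgeR test. For 0.5% EtOH the log2 fold change of vcp was 0.17 (adjusted p = 0.611). The gene nfe2l1b (ENSDARG00000076533, chromosome 12 from 28739508 to 28751193) rose by 0.72 on the log2 scale with 1% EtOH (standard error 0.141, unadjusted p = 2.96e-04, adjusted p = 0.271 from the same edgeR test), again without overlap, and by 0.37 with 0.5% EtOH (adjusted p = 0.456). The paralog atf4a (ENSDARG00000039515, chromosome 6 from 251017 to 254425) rose by 0.42 with 1% (adjusted p = 0.453) and by 0.28 with 0.5% EtOH (adjusted p = 0.447). DESeq2, chosen after seeing the data for these genes, gave 1% EtOH adjusted p-values of 0.0323 for vcp, in a range from 0.0323 to 0.980 over the alternatives, and 0.00605 for nfe2l1b, in a range from 0.00605 to 0.410.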

There was a significant increase in *atf4b* (*P* = 3.02E-05, 1% EtOH) and *bip* (*P* = 0.01, 1% EtOH), ER stress sensor genes whose expression was similarly elevated in response to tunicamycin-induced protein misfolding and ER stress by quantitative reverse-transcriptase PCR (qRT-PCR) in adult livers (Supplemental Figure 7, E and F, and Supplemental Tables 13 and 16). 

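With 1% EtOH on HFHC diet, atf4b (ENSDARG00000038141, chromosome 3 of GRCz10 from 24067386 to 24070271) was at 96.3 ± 8.53 CPM (SD, n = 5) against 67.2 ± 9.64 (SD, n = 5) in control livers, without overlap. Its log2 fold change was 0.52 (standard error 0.124, unadjusted p = 0.00136, adjusted p = 0.302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 0.5% EtOH it was 0.56 (standard error 0.144, adjusted p = 0.319 from the same edgeR test), also without overlap. The chaperone gene hspa5, which encodes BiP (ENSDARG00000103846, chromosome 5 from 2440676 to 2448586), was at 98.4 ± 49.5 CPM (SD, n = 5) with 1% EtOH and 50.5 ± 26.7 (SD, n = 5) in controls, a log2 fold change of 0.96 (standard error 0.382, unadjusted p = 0.0279, adjusted p = 0.461 from the same edgeR test). With 0.5% EtOH the log2 fold change of hspa5 was 1.33 (standard error 0.459, adjusted p = 0.361 from the same edgeR test), from 48.0 ± 25.4 to 121 ± 69.7 CPM (SD, n = 5). DESeq2, chosen after seeing the data for these genes, gave atf4b an adjusted p of 0.0188 with 1% (range over the alternatives 0.0188 to 0.474) and 0.0275 with 0.5% EtOH (range 0.0275 to 0.507). The adjusted p of hspa5 ranged over the alternatives from 0.315 to 0.982 with 1% and from 0.108 to 0.476 with 0.5% EtOH. With single livers left out, the log2 fold change with 1% EtOH was between 0.43 and 0.56 for atf4b and between 0.64 and 1.32 for hspa5. For atf4b, control HFHC replicate 1 and 1% EtOH HFHC replicate 4 lay apart from the other livers of their groups, at log2 CPM of 5.68 and 6.81.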

Heightened cell stress may serve as an indicator of more advanced hepatic dysfunction. In addition to cellular stress response genes, there was an upregulation of retinol binding protein 4 *(rbp4*) (*P* = 0.009, 1% EtOH*)*, a circulating factor that regulates glucose and lipid metabolism, in both 0.5% and 1% EtOH adults (Figure 7J, Supplemental Tables 13 and 16, refs. 55–57). 

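The retinol binding protein gene rbp4 (ENSDARG00000101199, chromosome 12 of GRCz10 from 5080972 to 5085382) was at 4266 ± 1372 CPM (SD, n = 5) in 1% EtOH-exposed and 2104 ± 794 (SD, n = 5) in control livers on HFHC diet. The log2 fold change of rbp4 was 1.02 (standard error 0.297, unadjusted p = 0.00525, adjusted p = 0.388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 0.5% EtOH it was at 3585 ± 1648 CPM (SD, n = 5) against 2001 ± 758 (SD, n = 5), a log2 fold change of 0.84 (standard error 0.362, unadjusted p = 0.0397, adjusted p = 0.413 from the same edgeR test). Over the alternatives the adjusted p ranged from 0.0790 to 0.980 with 1% and from 0.274 to 0.687 with 0.5% EtOH, and with single livers left out the log2 fold change with 1% EtOH was between 0.86 and 1.17.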

Additional significantly dysregulated genes included those critical for immune function (*mhc1uba*, *P* = 6.71 × 10^–11^, 1% EtOH*)*, glycogen storage *(gyg1a*, *P* × 10^–07^, 1% EtOH*)*, and iron homeostasis *(fth1a*, *slc40a1*, *tfa*, *hamp)* (Figure 7J and Supplemental Tables 13 and 16). 

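In 1% EtOH-exposed livers on HFHC diet, mhc1uba (ENSDARG00000075963, chromosome 19 of GRCz10 from 7153929 to 7182175) was at 35.4 ± 6.14 CPM (SD, n = 5) against 207 ± 94.7 (SD, n = 5) in controls. Its log2 fold change was -2.55 (standard error 0.405, unadjusted p = 4.90e-05, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range from -2.82 to -2.44 with single livers left out. The adjusted p was 1.55e-05 without control HFHC replicate 6, a liver as low as the EtOH-exposed ones. It was 0.0357 with a replicate block and 1.02e-07 with DESeq2, chosen after seeing the data for this gene, and ranged from 1.02e-07 to 0.679 over the alternatives. With 0.5% EtOH the log2 fold change of mhc1uba was -0.14 (adjusted p = 0.955 from the same edgeR test), and 0.14 without 0.5% EtOH HFHC replicate 4. Its level varied widely among all livers, and 7 of the 25 livers outside the 1% EtOH HFHC group were at or below 45.9 CPM, the highest of that group. The glycogenin gene gyg1a (ENSDARG00000011934, chromosome 2 from 25281132 to 25289185) was at 36.6 ± 5.77 CPM (SD, n = 5) against 59.3 ± 5.28 (SD, n = 5), without overlap. Its log2 fold change was -0.69 (standard error 0.124, unadjusted p = 1.32e-04, adjusted p = 0.203 from the same edgeR test). Of the iron homeostasis genes, fth1a (ENSDARG00000015551, chromosome 7 from 12675224 to 12683988) was at 207 ± 106 CPM (SD, n = 5) against 622 ± 167 (SD, n = 5), with an unadjusted p of 6.68e-04 and an adjusted p of 0.289 from the same edgeR test. For slc40a1 (ENSDARG00000000241, chromosome 9 from 41301340 to 41312091) the log2 fold change was -1.18 (standard error 0.615, unadjusted p = 0.0802, adjusted p = 0.583 from the same edgeR test), and -2.23 without 1% EtOH HFHC replicate 5, at a log2 CPM of 7.79. Over the alternatives the log2 fold change of slc40a1 ranged from -2.39 to -1.17 and the adjusted p from 0.149 to 0.980, and the unadjusted p was lowest, at 5.41e-05, with a replicate block. The transferrin gene tfa (ENSDARG00000016771, chromosome 2 from 17112044 to 17123598) fell by 0.80 on the log2 scale (standard error 0.208, adjusted p = 0.345 from the same edgeR test). The hepcidin gene hamp (ENSDARG00000102175, chromosome 16 from 50687372 to 50696683) was at 168 ± 141 CPM (SD, n = 5) against 8.97 ± 5.51 (SD, n = 5), a log2 fold change of 4.22 (standard error 0.929, adjusted p = 0.289 from the same edgeR test), and its adjusted p was 0.0382 without 1% EtOH HFHC replicate 5. DESeq2, chosen after seeing the data, gave adjusted p-values with 1% EtOH of 5.26e-04 for gyg1a, 0.00253 for fth1a, 0.0416 for tfa and 0.00253 for hamp, against highest values over the alternatives of 0.343, 0.655, 0.904 and 0.413. Of the 4 iron genes, 3 were lower, and 3 had a p-value under 0.05 when adjusted over the list alone, on genes the study chose on these samples, against 0 over all genes (3 unadjusted). Of the 11 additional hepatic genes of Fig. 7J, 6 were higher and 5 lower, and 11 passed when adjusted over the list alone, against 0 over all genes (11 unadjusted). From these changes the paper concludes that multiple hepatic processes are dysregulated in EAE adults on HFHC diet, especially the cell stress response, and proposes that liver dysfunction contributes to metabolic dysfunction.

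**Figure D3:**
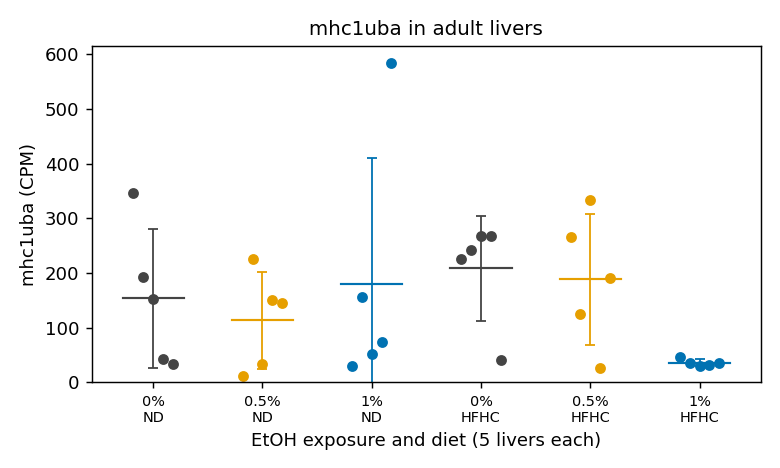
CPM of mhc1uba in each of the 30 livers, by EtOH dose and diet, with the mean and SD of each group of 5. The livers with 1% EtOH on HFHC diet lie between 30.2 and 45.9 CPM, and 7 of the 25 other livers lie at or below 45.9 CPM.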

Taken together, these data reveal that multiple hepatic processes are dysregulated in EAE adults following the introduction of a HFHC diet, especially cell stress–response pathways, and that hepatic organ dysfunction may contribute to metabolic dysfunction in EAE adults.

## Discussion

The adult health outcomes associated with FASDs and the molecular mediators of FASD-related organ dysfunction remain largely unidentified (12). Here, we describe one of the first and largest adult human and zebrafish cohort studies to examine metabolic health outcomes in FASD. We demonstrate that patients with FASDs have short stature, an increased incidence of T2DM, lower HDL cholesterol, and elevated triglyceride levels relative to matched controls. The incidence of multiple metabolic abnormalities is markedly higher in males with FASDs despite a lower BMI. Additionally, female patients with FASDs have an increased risk of overweight and obesity. In the FASD zebrafish model, we confirm that EAE accelerates the progression toward certain features of the metabolic syndrome, including visceral adiposity, elevated BMI, and fasting hyperglycemia. We present several explanations for the acceleration to metabolic abnormalities in the zebrafish cohort, including reduced activity level, abnormal organ development, and a unique transcriptional response to diet challenge. Our data reveal that PAE is associated with adult metabolic aberrations, even in the absence of obesity, and that there may be value in evaluating for FASD and considering PAE as part of the clinical assessment for metabolic disease risk.

Higher obesity rates in FASD patients have previously been ascribed to the many documented alterations in eating behavior (58–60). EAE had no impact on adult food consumption in our zebrafish model. However, neurological transcripts were critical targets of EtOH exposure during development and there were accompanying reductions in adult activity level. We propose that mild reductions in activity level translate to reduced energy expenditure in this model, therefore compounding any existing metabolic propensity for weight gain. An additional likely cause of increased metabolic disease following EAE is small for gestational age phenotypes and associated compensatory growth. In zebrafish, EAE promoted growth restriction and affected adipocyte and hepatic development during stages of differentiation and outgrowth. EAE larvae experienced dramatic compensatory growth, which culminated in appropriate stature and the rapid recovery of VAT size via an increase in adipocyte cell number. The molecular mechanisms resulting in growth restriction and catch-up growth several days after EtOH removal remain unclear; however, notable alterations in growth dynamics in the zebrafish model complement previous studies that show that growth restriction followed by catch-up growth may be a critical determinant of metabolic perturbation later in life (61–68).

In addition to changes in growth rate, EAE zebrafish displayed unique whole-body and organ-specific transcriptional alterations, especially in response to dietary challenge. This indicates that there may be permanent metabolic and molecular differences in how FASD fish manage nutrient intake. Importantly, EAE larvae had a conspicuous misexpression of genes that affect lipid handling or absorption, metabolism, and obesity risk (51–53, 69, 70). Some of these transcripts were indicative of altered liver development, and we identified the liver as a critical target organ of EAE during development. Disruption of hepatic differentiation and outgrowth likely contributes to lasting detrimental impacts of EAE on metabolism and hepatocyte function. For example, fetal growth restriction has been shown to promote the development of nonalcoholic fatty liver disease (NAFLD) by enhancing the hepatic ER stress response (71–73). Consistent with these findings, HFHC diet–fed EAE males had a transcriptional signature consistent with hepatic dysfunction that included indications of a chronic stress response and translational repression. Translational repression is a frequent consequence of the unfolded protein response (UPR), which often occurs in NAFLD (74–76). Chronic ER stress indicates a more progressed fatty liver state and suggests that there are intrinsic differences in the ability of EAE livers to respond to dietary stress. Future studies should examine the role of identified dysregulated genes in promoting specific metabolic health outcomes, as some may be druggable targets.

Many metabolic abnormalities in the FASD human cohort were also present in zebrafish, including obesity and altered glucose homeostasis, suggesting that pathophysiological mechanisms following EAE are conserved. However, one important distinction between the male human and zebrafish cohorts is that EAE zebrafish displayed diet-induced obesity, whereas the FASD patients had metabolic abnormalities in the absence of obesity. There are likely a number of reasons for these differences, not least of which are the interspecies differences in growth, adipostasis, and BMI sensing. The data collected in the human study were limited by its retrospective design, and therefore the human cohort likely contains a broad range of EtOH exposure, with variation in disease severity, in contrast with our zebrafish cohorts; severity of the FASD diagnosis could affect obesity and metabolic disease risk in adults. Future prospective studies in patients with FASDs, which may include careful collection of phenotypic data as well as data on resting energy expenditure and caloric intake, could help better delineate the observed differences and may provide greater insight into factors that contribute to the metabolic abnormalities in FASD patients.

An important question raised by the human data is whether diet-induced hyperglycemia and hepatic stress in EAE zebrafish is obesity dependent. One indication that metabolic abnormalities in zebrafish may be somewhat independent of obesity is that EAE fish challenged with HFHC diet quickly reached the same BMI as their control siblings. At the point at which male EAE zebrafish displayed fasting hyperglycemia and transcriptional changes in the liver, they had the same visceral adiposity and BMI as controls. However, it is well documented that an increased duration of obesity increases the risk for T2DM (77). EAE zebrafish have a more rapid progression toward central obesity and therefore experience excess central adiposity for a greater duration of time. This may accelerate diet-induced glucose and hepatic dysregulation. Further studies are needed to clarify obesity-dependent and obesity-independent metabolic abnormalities in FASDs.

In conclusion, our study identifies a common fetal stressor to be causal for lifelong alterations in metabolic health. Most immediately, our study will provide physicians and society in general with information that enables them to more fully understand the diverse potential risks associated with PAE, to preemptively monitor metabolic health parameters in at-risk patients, and to consider the implementation of measures to prevent metabolic disease. Importantly, this study expands our mechanistic understanding of the target organs of PAE and how organ dysfunction may alter an individual’s lifelong risk for disease. We define adipocytes and the fetal liver, organs rarely considered in the context of FASD, as new critical target tissues of EAE. Finally, we identify whole-larvae and organ-specific transcriptional changes that are diet responsive and that likely contribute to FASD phenotypes. Bringing to light potential molecular targets enables us to begin the discussion of what additional research is needed to enable identification of the critical regulators and target them therapeutically.

## Methods

### Human cohort.

We used the patient database registry at a large academic health system (RPDR) to identify the cohort of patients with a diagnosis of FASD. Using a medical record search query, we identified males and females 18 years of age or older with the diagnosis of FASD (*n* = 208) and a set of controls matched for age, sex, and race/ethnicity (*n* = 208). Statistical analysis was performed using JMP Pro 13.0 (SAS Institute) software. Means and SEM measurements are reported and were compared using the 2-tailed Student’s *t* test unless the data were nonnormally distributed, in which case medians and interquartile range were compared using Wilcoxon’s test. Categorical variables were compared using Pearson’s χ^2^ test. Least-squares linear regression modeling (for continuous dependent variables) or logistic regression (for binary dependent variables) was performed to control for relevant covariates. A *P* value of less than 0.05 on a 2-tailed test was used to indicate statistical significance.

### Animal studies.

The AB strain was used for all population studies, diet challenges, and RNA-Seq experiments. *Tg(fabp10a:mKate)*, *Tg(tp1glob:eGFP)*, and *Tg(fabp10a:NLS:mcherry)* lines from a mixed TU/AB/TL background were used to examine liver and biliary development (78–80). For all studies, clutch-matched siblings were randomly assigned to each treatment group. When BG, adiposity, liver size, or transcriptional changes were evaluated, only clutch-matched siblings were compared. All cohort studies included equal numbers of fish from contributing clutches. For all larval, juvenile, and adult pilot experiments, fish were used without sex bias. Male-specific phenotypes were evaluated in male cohorts as indicated.

### Chemical exposure.

Zebrafish larvae were exposed to 0%, 0.5%, and 1.0% EtOH dissolved in fish water from 12 hpf to 5 dpf. For all longitudinal studies, fish were removed from ethanol at 5 dpf and transferred to system water. Adults were exposed to 0.25 μg/mL to 1.0 μg/mL tunicamycin for 24 hours in system water. Livers from tunicamycin-treated (Sigma-Aldrich, T7765) animals were dissected from euthanized fish and harvested for RNA at the completion of the 24-hour treatment.

### Zebrafish diet challenge.

Larval zebrafish were housed on the nursery in 0.8-L tanks at a density of 32 fish per tank. At 5 dpf, fish received a paramecia starter culture and were kept overnight without flow. At 6 dpf, flow was initiated, and larvae were administered a specified diet. For larval obesity studies, larvae received either a ND consisting of hatched artemia 2 times per day at a density of approximately 8.8 mg dry weight/fish or a HFHC diet of artemia plus a dietary supplement of 0.5 g/tank of Hoosier Hill Farm Whole Egg Powder resuspended in system water. Upon graduation from the nursery (30 dpf), juvenile fish were maintained at equal tank densities (15–20 individuals, depending on the study) and fed a standard artemia diet 2 times per day at a density of approximately 14.7 mg dry weight/fish. Beginning at 60 to 65 dpf, fish were housed at a density of 12 fish/tank in 2.8-L (confirmatory study) or 6-L tanks (pilot study) and fed a normal or HFHC diet. For the 1.8-L tank diet challenge, fish were housed at a density of 10 fish/tank. Adult ND consisted of 0.013 g/fish of Skretting Gemma Micro 300 feed per day (59% protein, 14% lipids, 14% ash, 8% moisture, 0.2% crude fiber, and 1.9% starch by mass). HFHC diet tanks received 0.063 g/fish of Skretting Gemma Micro 300 per day plus 0.02 g/fish of Hoosier Hill Farm Whole Egg Powder (~49% lipids, ~49% protein, ~1.7% cholesterol). The resulting HFHC diet amounted to approximately 56.6% protein, 22.4% lipids, 0.41% cholesterol, 10.62% ash, 0.15% fiber by mass.

### Body measurements.

Zebrafish were fasted overnight and anesthetized in 0.4 mg/mL Tricaine solution. Juvenile and adult fish were measured using a standard ruler, weighed on an analytical balance, and transferred to a recovery tank. BMI was computed as weight/length^2^. BG concentrations were obtained after a 24-hour fast. Fish were euthanized in ice water, and blood was obtained through tail removal followed by centrifugation into heparin-lithium–coated tubes (81, 82). Glucose measurements were performed using a Bayer Contour Blood Glucose Monitoring System and associated test strips.

### Analysis of adult population study.

We modeled the effect of diet and ethanol exposure on BMI using a linear model. Our response variable (*BMIΔ_i_*) for fish (i) was the BMI of each fish at any given week minus the mean BMI of the corresponding tank in the previous week. Using linear regression in R, we included diet as a categorical variable and percentage of ethanol exposure as a quantitative variable. We also included the interaction between both variables. This model corresponds to the following: *BMIΔ_i_* *=* *μ* *+* *β_diet_diet_i_* *+β_ethanol_ethanol_i_* *+* *β*_diet × ethanol_*diet_i_* *×* *ethanol_i_* *+* ∈*_i_* where μ is the intercept, *β_diet_*, *β_ethanol_*, and *β_diet × ethanol_* are the corresponding coefficients that we infer using linear regression, and ∈ is the noise term. In R, we used the command lm(BMI_change ~ 1 + diet + ethanol + diet:ethanol). Since fish came from 4 different genetically distinct families, we tested the effect of genetic background by including family ID as a random effect. We tested each full mixed model to the corresponding nested model without the family ID using an F test and concluded that including family ID did not improve the model in a statistically significant way.

### Nile red and oil red O stain.

In order to visualize SAT and VAT, fish were fasted overnight and stained with Nile red (Invitrogen, Thermo Fisher Scientific, N1142). Fish were submerged in 0.5 μg/mL (from a 1.25 mg/mL acetone stock solution) Nile red for 30 minutes and washed in clean system water for 15 minutes. To visualize SAT, adults were submerged in 10 mg/mL epinephrine in fish water for 5 minutes (45). Before imaging and dissection, fish were euthanized in ice water. Nile red–stained zebrafish larvae were examined either with a Zeiss Discovery V8 stereoscope for wide-field imaging or with a Zeiss LSM 880 confocal microscope using a 10×/0.3 NA EC Plan-Neofluar objective lens. For wide-field imaging, Nile red fluorescence was analyzed with a 470 ± 20 nm excitation filter and 525 ± 25 nm emission filter. For confocal imaging, Nile red fluorescence was excited using 514 nm laser light, and the emission was collected using a 539 to 753 nm range. Oil red O stain was used to evaluate hepatosteatosis as previously described (83).

### VAT quantification.

VAT and SAT area were calculated using the area function in FIJI. The Imaris software (Bitplane) surfaces function was used to quantify the volume of larval fat droplets from confocal images. 3D volumetric renderings were constructed around Nile red^+^ visceral adipocytes, and total volume measurements were extracted. Adipocyte diameter was calculated by measuring the diameter of the individual lipid droplets visible in the confocal stack. VAT area and volume were normalized to animal length or animal body area.

### Histology and adult adipocyte diameter calculation.

Adult zebrafish at 0, 4, and 8 weeks of diet challenge were fixed in 10% NBF or Dietrich’s solution, paraffin embedded, serially sectioned, and stained with H&E at HistoWiz. The diameter of individual pancreatic visceral adipocytes was measured and averaged along the full length of the pancreas.

### Food consumption assay.

Individual zebrafish were housed off flow in breeding tanks for 10 days and administered Topfin Betta Bits mini floating food pellets at indicated intervals. The total number of pellets consumed per individual was converted to a food weight and normalized to body weight.

### Activity assays.

For locomotor assays, adult zebrafish were fed 1 hour before study initiation and placed in a clear 2.8-L system tank suspended above a white background. The day before solo locomotor assays, zebrafish were introduced to the assay tank for 5 minutes. On the day of the trial, fish were habituated for 10 minutes before recording. Average speed (cm/s) was calculated for each individual over 30-second and 3-second bins as indicated. For 1-minute novel tank assays, individual zebrafish were placed in a clear 2.8-L novel system tank suspended above a white background and habituated for 1 minute. Swimming activity was recorded for 1 minute, and fish were returned to their original tank. Fish were filmed in an isolated room with the videographer absent. Analysis of fish behavior was performed using Actualtrack Software (Actual Analytics).

### Modified Blazka-type swim chamber testing.

Adult AB zebrafish with prior 0% or 1% EtOH exposure (12 hpf–5 dpf) were subject to a modified acrylic Blazka-type swim chamber (350 mm l × 47 mm w × 90 mm d) with a flow-through rate of approximately 5.5 L/min^–1^. System water was introduced into 1 side of the swim chamber and funneled through a honeycombed grid composed of 50 tubes (6.35 mm 0D, 3.97 mm ID × 50 mm l). This created a laminar flow through the remaining 0.6-L swimming area (250 mm l × 50 mm d × 47 mm w). Fish were removed from their holding tanks and placed inside the flowing swim chamber for testing. A high-definition Nikon D3100 digital camera recorded swimming performance at 30 frames per second for a total of 5 minutes. The raw digital file was analyzed for movement within the swim area. The distance from the flow source and rear baffle was quantified using MATLAB (MathWorks).

### RNA isolation for RNA-Seq.

RNA was extracted in TRIzol (Life Technologies) from whole pooled (15 individuals/sample) 13 dpf larvae or single livers isolated from WT (AB) fish and purified using the QIAGEN RNeasy Mini Kit. RNA quality was verified on the Agilent Bioanalyzer, and DNA contamination was removed with the TURBO DNA-*free* (Invitrogen, Thermo Fisher Scientific) kit. Single-end NextSeq Series high-output RNA-Seq was performed on poly(A) selected coding mRNAs at the Dana-Farber Center for Cancer Computational Biology.

### RNA-Seq and gene set enrichment analysis.

For larval RNA-Seq (13 dpf), reads were aligned to the GRCz10 reference assembly with the STAR aligner and differential gene expression was performed with DESeq2 software using a negative binomial with Wald’s test. Gene set enrichment analysis (GSEA) was performed using the GOrilla GO enrichment analysis and visualization tool and the DAVID Bioinformatics Resources 6.8 Analysis Wizard (84–86). Heatmap visualization and hierarchical clustering were performed using the R package pheatmap with the default parameters. For the adult liver RNA-Seq, FASTQ files were analyzed using FASTQC to ensure uniform read quality (phred > 30) (87). Single-end reads were aligned using Star, version 2.3, to the zebrafish genome (GRCz10) (88). The mapped reads were counted using htseq-count (version 0.6.0, parameters –t exon) and gene models from Ensembl transcriptome v89 (89). Analysis of differential gene expression was performed using DESeq2 (90). GO term enrichment analysis was performed using Gage package and normalized counts (91). Significant enrichment of gene sets was identified using *P* < 0.001. GSEA was performed using a preranked running mode and ranking genes by log_2_(FC) (92).

### qPRT-PCR.

cDNA libraries were synthesized from TRIzol/chloroform-isolated RNA using the Bio-Rad iScript cDNA Synthesis Kit (catalog 1708891). RT-PCR reactions were performed using the iScript RT Supermix for RT-PCR (catalog 1708841). For qRT-PCR, the following primers were used: *bip* (forward: 5′-ATCAGATCTGGCCAAAATGC-3′; reverse: 5′-CCACGTATGACGGAGTGATG-3′), *ef1α* (forward: 5′-GCGTCATCAAGAGCGTTGAG-3′; reverse: 5′-TTGGAACGGTGTGATTGAGG-3′). Relative expression levels were calculated using the ΔΔCt method. Expression was normalized to *ef1α*.

### Fluorescence determination of liver size.

Confocal images of control and EAE embryos were obtained after overnight fixation in 4% PFA. To evaluate liver size, *Tg(fabp10a:mKate)* and *Tg(fapb10a:NLS-mcherry)* lines were examined; for biliary tree structure and size, *Tg(tp1glob:eGFP)* lines were employed (78–80). Confocal stacks were uploaded and 3D reconstructions were generated using Imaris software. To calculate liver cell number, the total number of nuclear dots in the *Tg*(*fabp10a:NLS-mcherry)* were counted using Imaris software 3D spot detection.

### In situ hybridization.

In situ hybridization was conducted according to standard protocols using established probes (93, 94).

### Statistics.

Relevant statistical analyses are described in the corresponding Methods subsection and identified in the figure legend. For multiple comparisons within a single diet group, 1-way ANOVA or unpaired 2-tailed Student’s *t* test was used. For multiple comparisons spanning diet or treatment conditions, 2-way ANOVA with multiple comparisons was used. When performing unpaired *t* tests, an F test was used to compare variances. If assumptions of the statistical test were not met, a nonparametric test was used. Population analysis was conducted using linear regression. Outliers were identified with ROUT (Q = 1%). Larval and adult RNA-Seq data presented in this study were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE142311).

### Study approval.

All animal studies were approved by the Institutional Animal Care and Use Committees at the Beth Israel Deaconess Medical Center (IACUC-BIDMC 056-2015) and the Brigham and Women’s Hospital (2016N000405), Boston, Massachusetts, USA. The Partners HealthCare institutional review board approved the human study (2017P000752), and informed consent was waived.

## Author contributions

OW, WG, MEC, PKF, and MLS conceptualized the work. OW, WG, PKF, and MLS developed methodology. OW validated results. OW, PKF, MLS, GDB, SA, IMO, YH, RTP, and ST engaged in formal analysis. OW, PJW, KL, AS, DK, II, IA, ST, and AT investigated. OW, WG, PKF, and MLS wrote the original draft. OW, PJW, and IMO were responsible for visualization. WG, PKF, and MLS supervised. OW and WG administered the project. WG and OW acquired funding.

## Supplementary Material

Supplemental data

Supplemental Tables 1-16

## Figures and Tables

**Figure 1:**
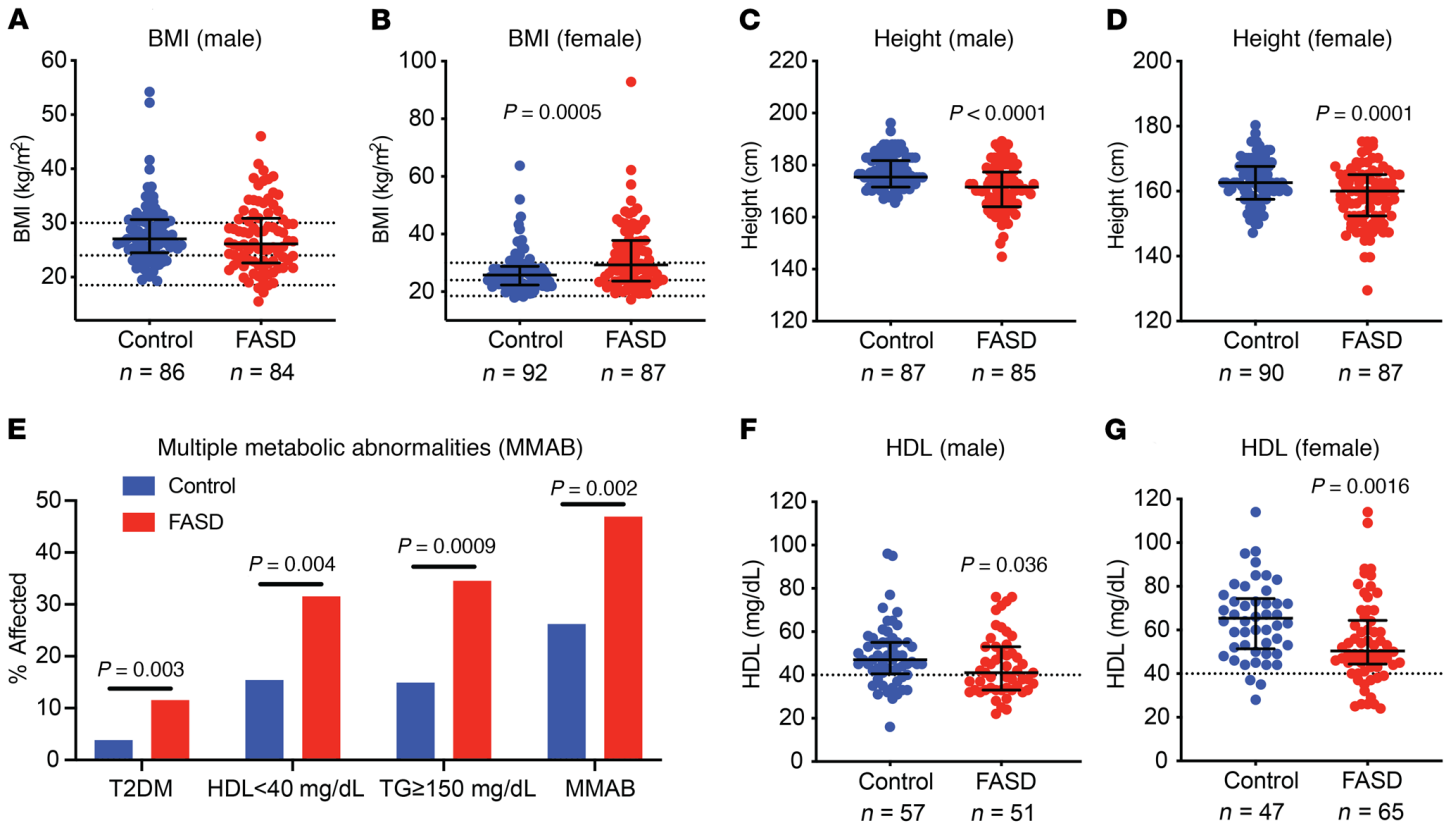
FASD patients have an increased incidence of metabolic abnormalities. (**A** and **B**) BMI distribution of male (*P* = 0.26) and female (*P* = 0.0005) control and FASD cohorts. Wilcoxon’s test. (**C** and **D**) Height distribution of male (*P* < 0.0001, Wilcoxon’s test) and female (*P* = 0.0001, Student’s unpaired *t* test) cohorts. (**E**) Incidence of multiple metabolic abnormalities in combined male and female cohorts. T2DM (*P* = 0.003, logistic regression), HDL (*P* = 0.004, Pearson’s χ^2^ test), TG (*P* = 0.0009, Pearson’s χ^2^ test), multiple metabolic abnormalities (*P* = 0.002, Pearson’s χ^2^ test). (**F** and **G**) HDL measurements in male (*P* = 0.035) and female (*P* = 0.0016) cohorts. Wilcoxon’s test. Data represent median with interquartile range. Sample numbers (*n*) noted under figure panels.

**Figure 2:**
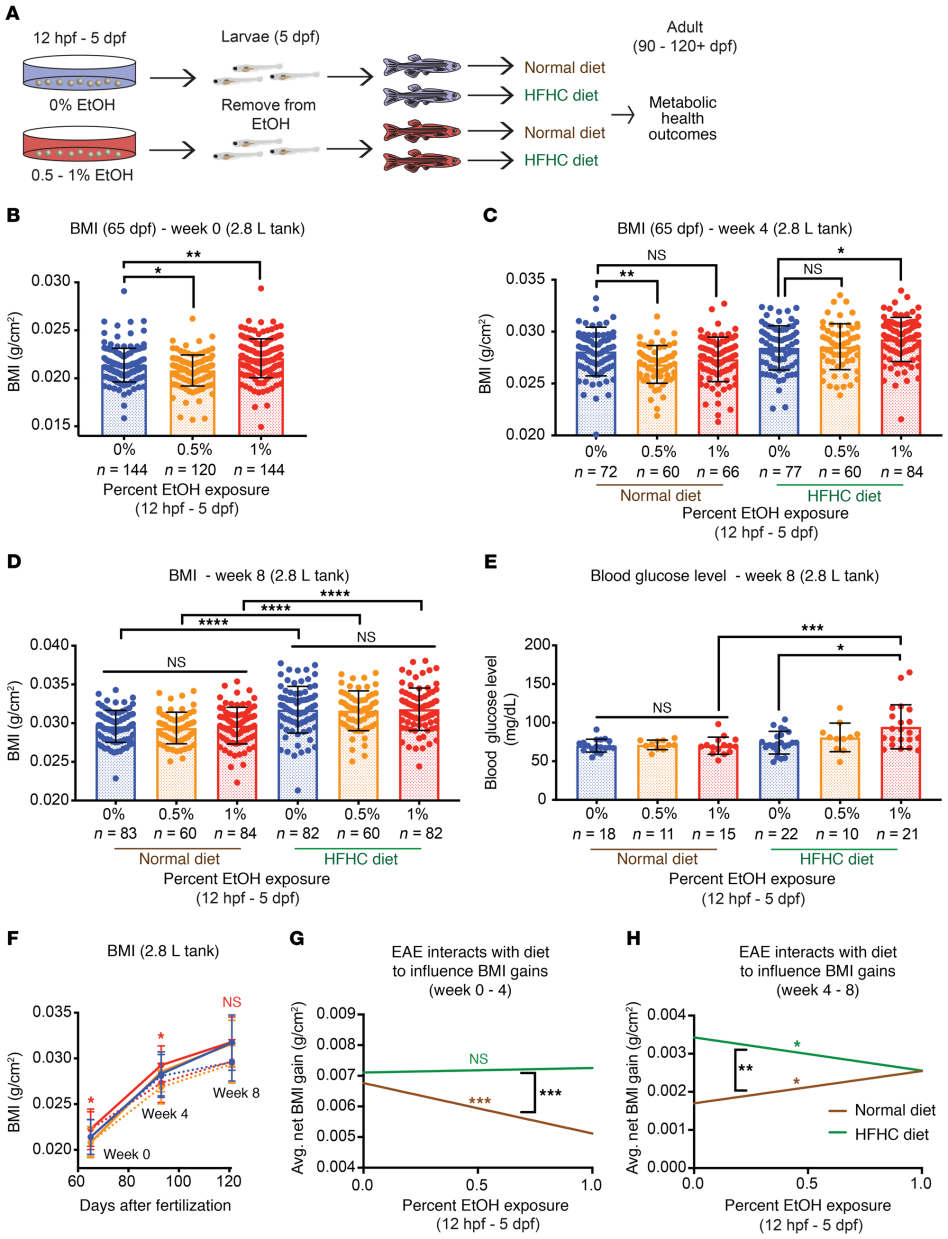
EAE alters growth dynamics and serves as a risk factor for metabolic disease in adult males. (**A**) Protocol for assessing metabolic health outcomes following EAE. (**B**) BMI at the initiation of the confirmatory diet challenge. 1% EtOH–exposed males have a significantly higher BMI than controls. *P = 0.0193; ** *P* = 0.005, Brown-Forsythe and Welch’s ANOVA with Games-Howell multiple comparisons test. (**C**) BMI following 4 weeks of diet challenge. 1% EtOH–exposed males on HFHC but not ND have a larger BMI than matched controls. **P = 0.002; *P = 0.0429, ordinary 1-way ANOVA with Tukey’s multiple comparisons test. (**D**) After 8 weeks of diet challenge, EAE has no effect on BMI in either diet group. HFHC diet increases BMI in all cohorts. ****P_adj_ ≤ 0.0001, 2-way ANOVA with Šidák’s multiple comparisons test. (**E**) Fasting BG level after 8 weeks of diet. *P = 0.0181, Brown-Forsthye and Welch’s ANOVA with Dunnett’s T3 multiple comparisons test; ***P = 0.0006, 2-way ANOVA with Šidák’s multiple comparisons test. Error bars show mean with SD. (**F**) Time course of BMI in 0% EtOH (blue), 0.5% EtOH (orange), and 1% EtOH (red) cohorts receiving ND (dotted line) or HFHC diet (solid line). *P < 0.05, ordinary 1-way ANOVA with Tukey’s multiple comparisons test. (**G** and **H**) Ethanol interacts with diet to influence BMI gain for weeks 0 to 4 (ND: slope = –0.0016, *P* = 2.15 × 10^–06^; interaction [difference in slope]: 0.0017752, *P* = 0.000317) and weeks 4 to 8 of the diet (ND: slope = 0.00084, *P* = 0.0255; HFHC diet: slope = –0.00087, *P* = 0.0225; interaction: –0.0017148; *P* = 0.00146). The units for slope and interaction are (g/cm^2^)/ethanol%. *P* values determined using linear regression. Error bars show mean with SD. Sample numbers (*n*) noted under figure panels.

**Figure 3:**
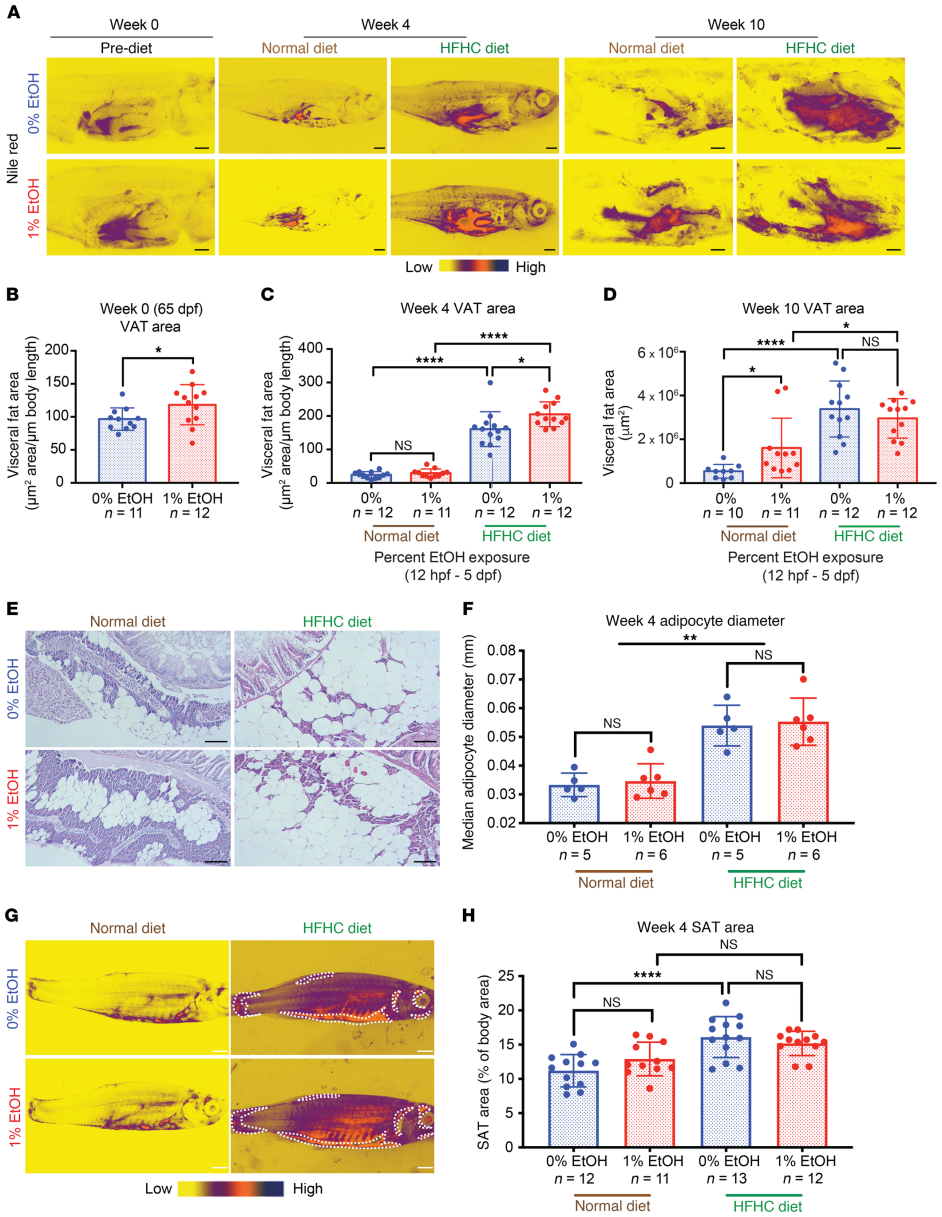
EAE is a risk factor for increased visceral adiposity in adulthood. (**A**) Nile red staining of internal organs and VAT visualized after skin and body wall muscle removal. Scale bars: 1 mm. (**B**) Quantification of VAT area before diet challenge. 1% EtOH–exposed (12 hpf–5 dpf) males have a larger VAT depot than controls at 65 dpf. *P = 0.0497, Student’s unpaired 2-tailed *t* test. (**C**) Quantification of VAT area after 4 weeks of diet challenge. EAE adults have a larger VAT than controls in response to HFHC. *P = 0.0103; ****P < 0.0001, 2-way ANOVA with Tukey’s multiple comparisons test. (**D**) Quantification of VAT area after 10 weeks of diet challenge. EAE adults receiving the ND have a larger VAT than controls. *P = 0.0102, Student’s 2-tailed unpaired *t* test. HFHC diet induces significant gains in VAT area in both control and EAE adults (*P = 0.0228 [1% EtOH ND versus HFHC], ****P < 0.0001 [0% EtOH ND versus HFHC], 2-way ANOVA Tukey’s multiple comparisons test). (**E**) H&E staining of PVAT following 4 weeks of diet challenge. Scale bars: 0.01 mm. (**F**) Quantification of PVAT adipocyte diameter following normal and HFHC diet. **P = 0.001, 2-way ANOVA. (**G**) Nile red staining of SAT (dotted white outline). Scale bars: 1 mm. Body-wide quantification of SAT was accomplished by combining 2 photos in ImageJ using collage photomerge. (**H**) Quantification of SAT area after 4 weeks of diet challenge. ****P < 0.0001, 2-way ANOVA Tukey’s multiple comparisons test. Error bars show mean with SD. Sample numbers (*n*) noted under figure panels.

**Figure 4:**
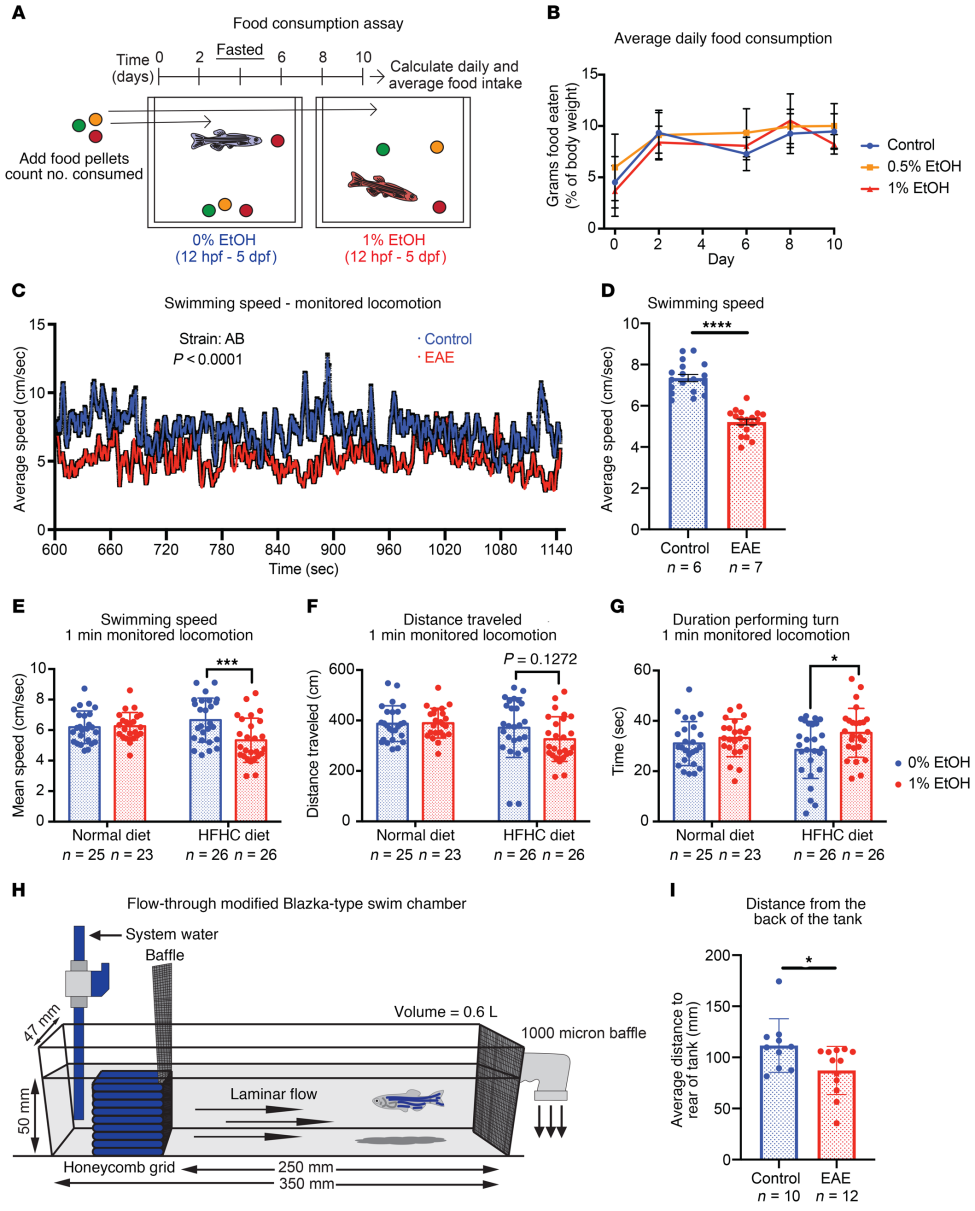
Behavioral assays identify reduced activity level in EAE adults. (**A**) Food consumption assay design. (**B**) EAE has no impact on average daily food consumption in adult males (*n* = 10 animals/group). (**C** and **D**) EAE (1% EtOH) adults have a reduced swimming speed relative to controls (*P* < 0.0001, Student’s unpaired 2-tailed *t* test). (**C**) Average of group speed over 3-second intervals. (**D**) Individual speed averaged over 30-second intervals. ****P < 0.0001. (**E**–**G**) Swimming speed, distance traveled, and duration performing turns in a 1-minute monitored locomotion assay in control and EAE (1% EtOH) adults. EAE cohorts have a normal activity level under ND conditions, but show reduced activity and increased turning behavior with HFHC diet challenge. (**E**) ***P = 0.0005 and (**G**) *P = 0.0227, 2-way ANOVA with Šidák’s multiple comparisons test. (**H** and **I**) EAE adults spend more time near the rear of the tank during a 5-minute laminar flow challenge in a modified Blazka-type swim chamber. *P = 0.0324, Student’s unpaired 2-tailed *t* test. Error bars show mean with SD. Sample numbers (*n*) noted under figure panels.

**Figure 5:**
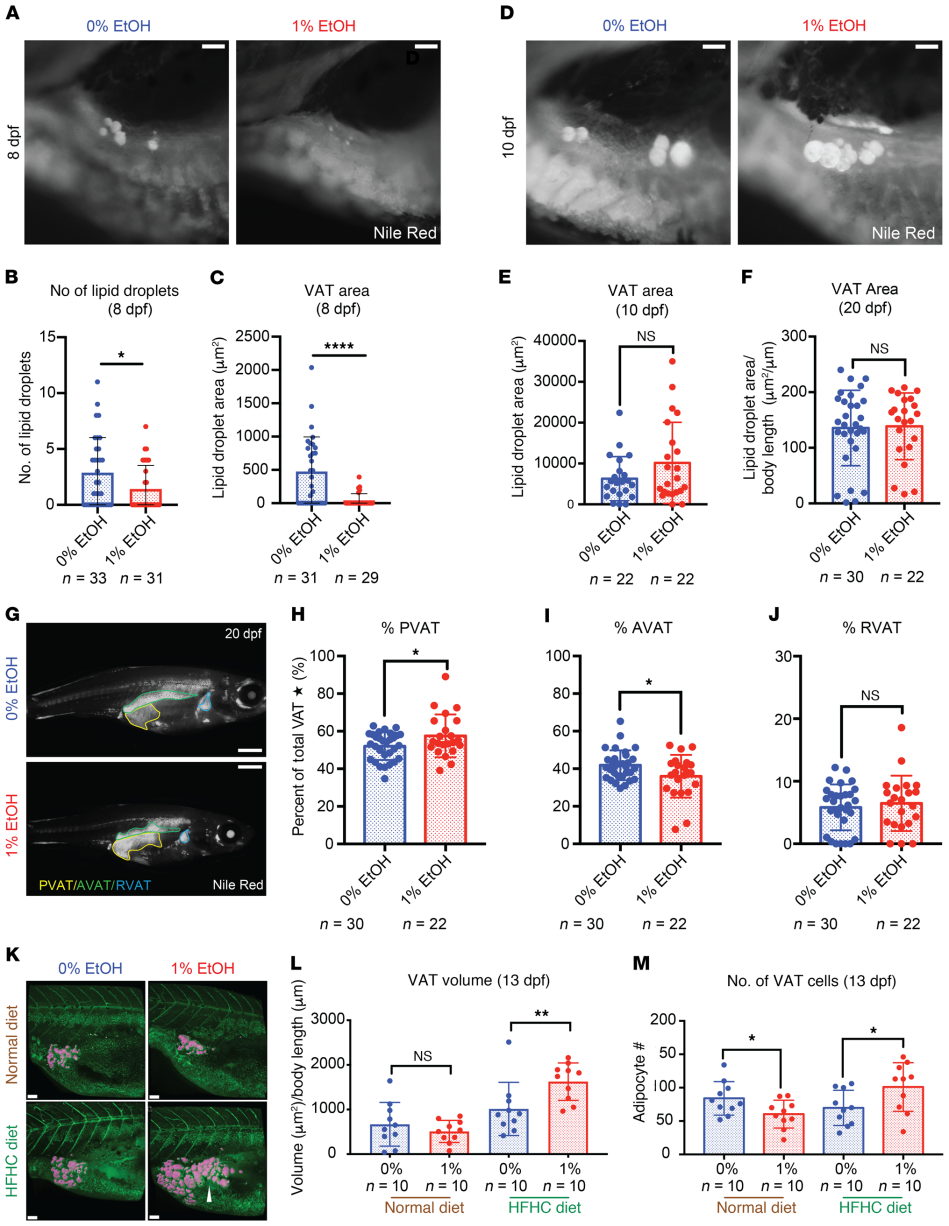
EAE disrupts VAT development and diet-induced VAT gain in larvae. (**A**) EAE delays adipocyte development at 8 dpf as visualized by Nile red staining. Scale bars: 1 mm. (**B**) EAE reduces lipid droplet number at 8 dpf. *P = 0.034, Student’s unpaired 2-tailed *t* test. (**C**) EAE reduces VAT area at 8 dpf. ****P < 0.0001, Student’s unpaired 2-tailed *t* test. (**D**) EAE-treated larvae recover from delayed adipocyte development by 10 dpf as visualized by Nile red staining. Scale bars: 0.1 mm. (**E** and **F**) VAT area recovers by 10 dpf and 20 dpf, and no significant differences in total VAT area are observed. (**G**) VAT distribution, visualized by Nile red staining, is altered in EAE larvae by 20 dpf. Scale bars: 1 mm. (**H**–**J**) EAE larvae have more PVAT than AVAT as a percentage of total VAT area (**H**: *P* = 0.0412; **I**: *P* = 0.0322, Student’s unpaired 2-tailed *t* test; *P < 0.05). RVAT area is not affected by 1% EtOH exposure. Star indicates that total VAT corresponds to RVAT + PVAT + AVAT. (**K**) 3D confocal reconstruction (pink) of Nile red–stained VAT under normal and HFHC diet conditions. Scale bars: 100 μm. (**L**) EAE larvae have a larger VAT volume than controls under HFHC diet but not ND conditions. **P = 0.0096, 2-way ANOVA with Šidák’s multiple comparisons test. (**M**) EAE larvae receiving ND have reduced VAT cell number at 13 dpf (*P* = 0.0345). HFHC diet increases adipocyte number in EAE larvae (*P* = 0.0410). *P < 0.05. Unpaired 2-tailed Student’s *t* test. Error bars show mean with SD. Sample numbers (*n*) noted under figure panels.

**Figure 6:**
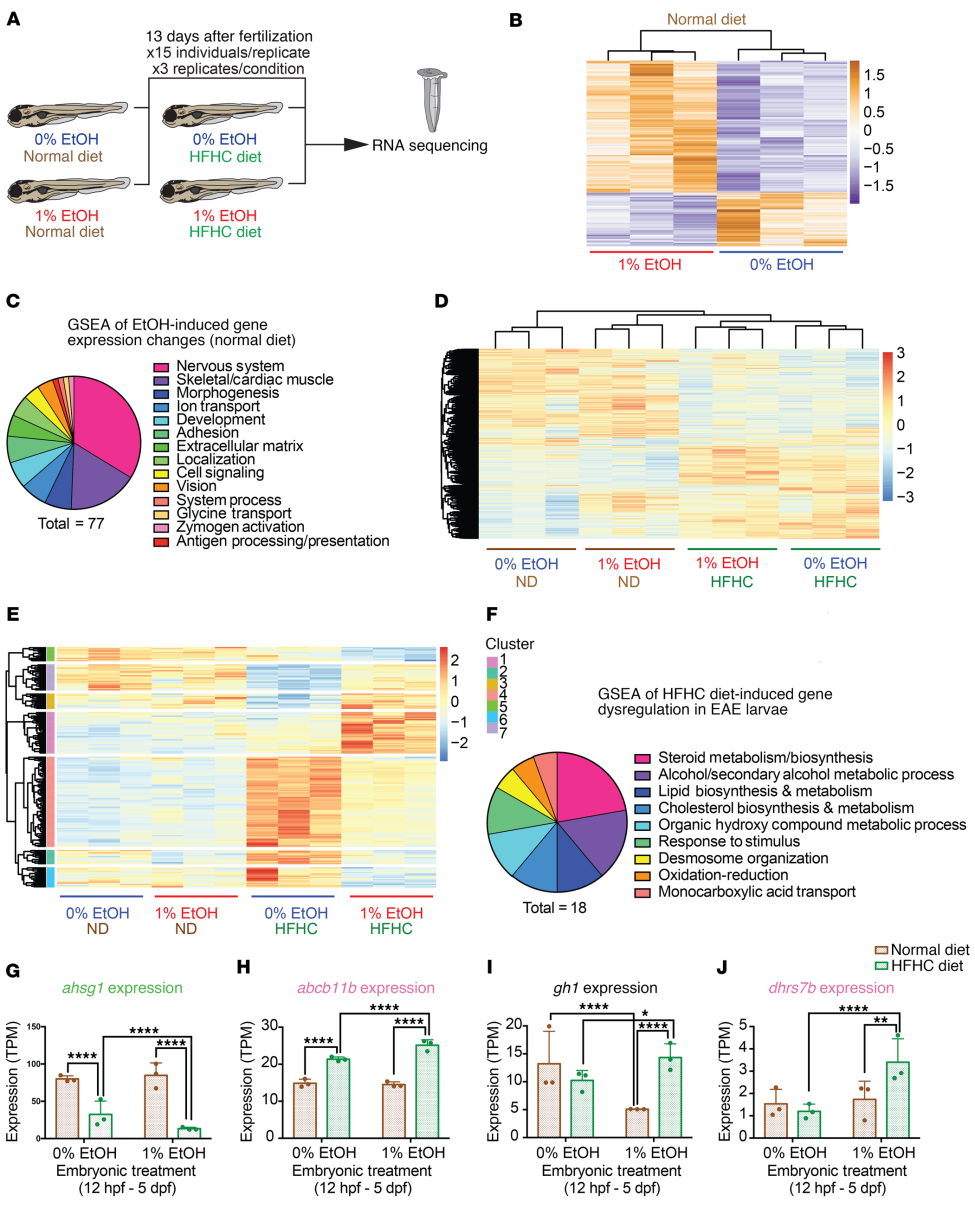
RNA-Seq identifies genes that interact with ethanol and diet to shape larval phenotypes. (**A**) Schematic of larval RNA-Seq. (**B**) Under ND conditions, EAE induces alterations in gene expression (*P_adj_* < 0.05). (**C**) GSEA identifies dysregulated pathways in 1% EtOH larvae receiving the ND. (**D**) HFHC diet challenge shifts the gene expression profile of both 0% and 1% EtOH–exposed (12 hpf–5 dpf) larvae (*P_adj_* < 0.05). (**E**) Cluster analysis of genes that are altered in 1% EtOH–exposed larvae in response to HFHC diet but not ND. (**F**) GSEA of HFHC diet-responsive genes from the 1% EtOH–exposed larval cohort. (**G**–**J**) Diet modulates gene expression in EAE larvae. Affected genes include those expressed in the liver (*ashg1*, *abcb11b)*, the brain (*gh1)*, and globally (*dhrs7b*). (**G** and **H**) ****P < 0.0001. (**I**) ****P < 0.0001; *P = 0.032. (**J**) ****P < 0.0001; **P = 0.004. *P* values were determined using a negative binomial test with a Wald’s test from RNA-Seq analysis.

**Figure 7:**
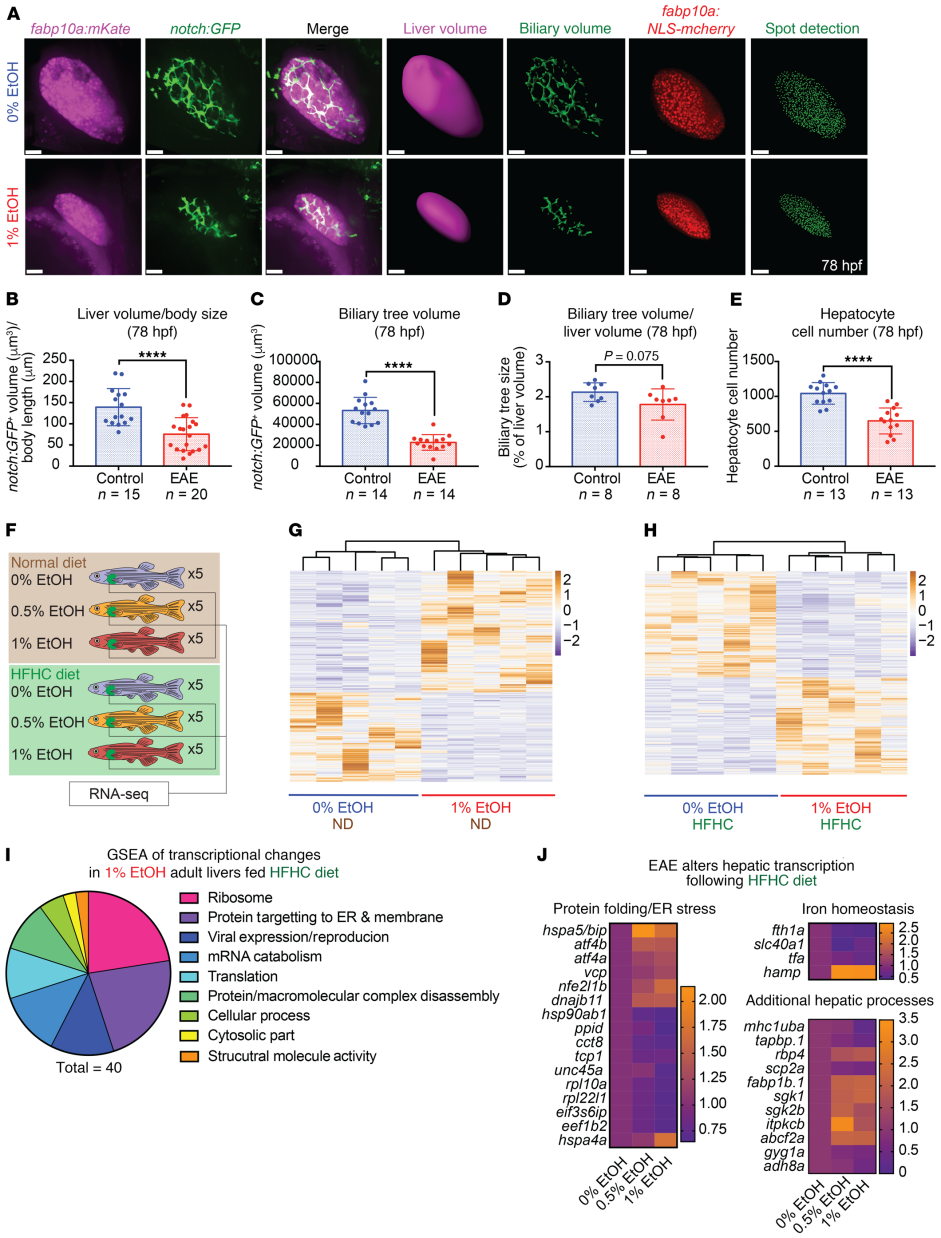
Ethanol impairs embryonic liver growth and alters liver response to HFHC diet. (**A**) EtOH (12 hpf–78 hpf) reduces the size of the *fabp10a:mKate^+^* liver and the size and complexity of the *tp1glob:eGFP^+^* biliary tree at 78 hpf. Liver and biliary volumes were achieved through 3D reconstruction based on confocal imaging of the *Tg(fabp10a:mKate^+^)* and *Tg*(*tp1glob:eGFP)* reporters. Confocal imaging and Imaris 3D spot detection of nuclei in *Tg(fabp10a:NLS-mcherry)* embryos demonstrate that EtOH exposure reduces hepatocyte nuclei number. Scale bars: 60 μm. (**B**) EAE reduces liver volume relative to body size. ****P < 0.0001, unpaired 2-tailed Student’s *t* test. (**C** and **D**) EAE reduces biliary tree volume, but proportionally to liver volume reduction. ****P < 0.0001, unpaired 2-tailed Student’s *t* test. (**E**) Hepatocyte number is reduced in 1% EtOH larvae relative to matched controls. ****P < 0.0001, unpaired 2-tailed Student’s *t* test. (**F**) Schematic of RNA-Seq of adult livers after 8 weeks of normal and HFHC diet challenge. (**G** and **H**) Heatmap of dysregulated (*P* < 0.05) genes following sequencing of 0% and 1% EtOH (12 hpf–5 dpf) adults receiving ND and HFHC diet. (**I**) GSEA of genes significantly dysregulated (*P* < 0.05) in 1% EtOH (12 hpf–5 dpf) adults receiving the HFHC diet. (**J**) Alterations in hepatic transcripts following HFHC diet challenge (*P* < 0.05). Heatmap *P* values were determined using a negative binomial test with Wald’s test from RNA-Seq analysis. Sample numbers (*n*) noted under figure panels.

**Table 1:**
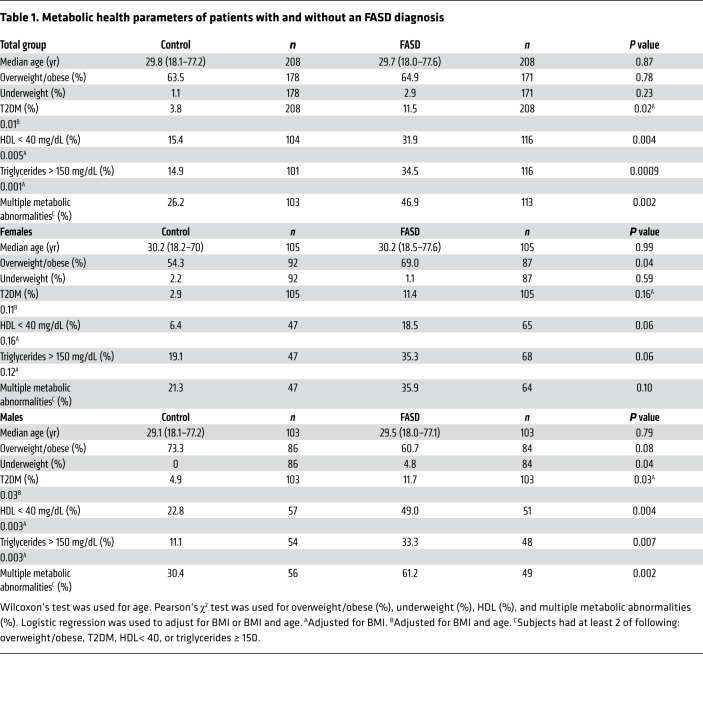
Metabolic health parameters of patients with and without an FASD diagnosis

# Supplementary material for: Fetal alcohol spectrum disorder predisposes to metabolic abnormalities in adulthood
**Source:** J Clin Invest. 2020 Mar 23;130(5):2252–69. doi: 10.1172/JCI132139
**Supplement:** Supplemental data

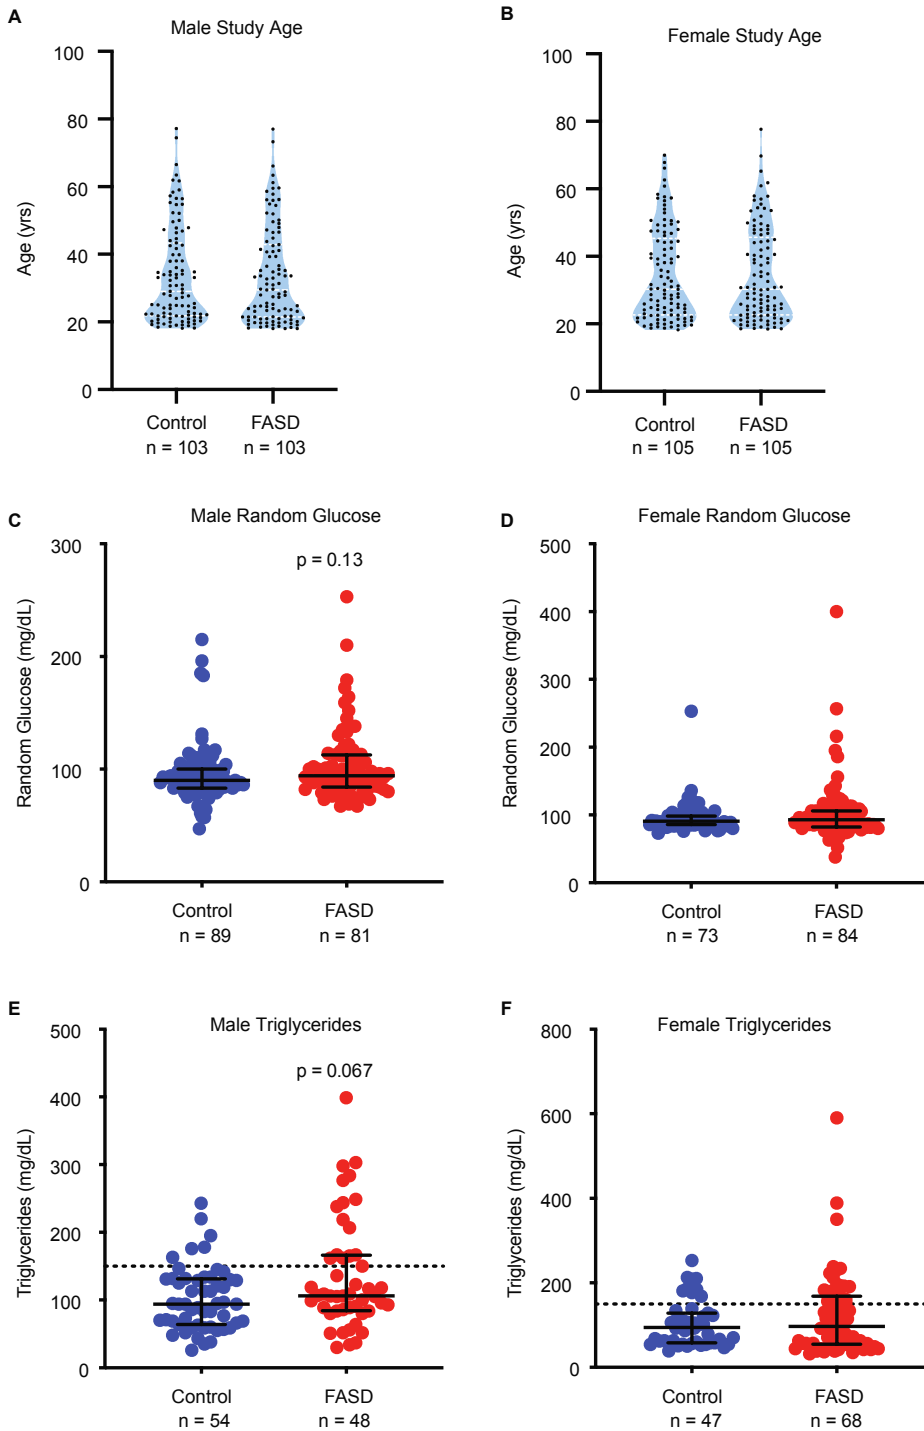

**Figure S1. Metabolic health parameters in the FASD human cohort.** **A – B.** Age distribution of control and FASD cohorts. **C – D.** Random blood glucose (RBGL) measurements in the male ( $p = 0.13$ )<sup>1</sup> and female ( $p = 0.98$ )<sup>1</sup> cohort. **E – F.** Triglyceride levels in the male ( $p = 0.067$ )<sup>1</sup> and female ( $p = 0.75$ )<sup>1</sup> cohort. <sup>1</sup>Wilcoxon test. Sample numbers (n) noted under figure panels. Error bars show median with interquartile range.

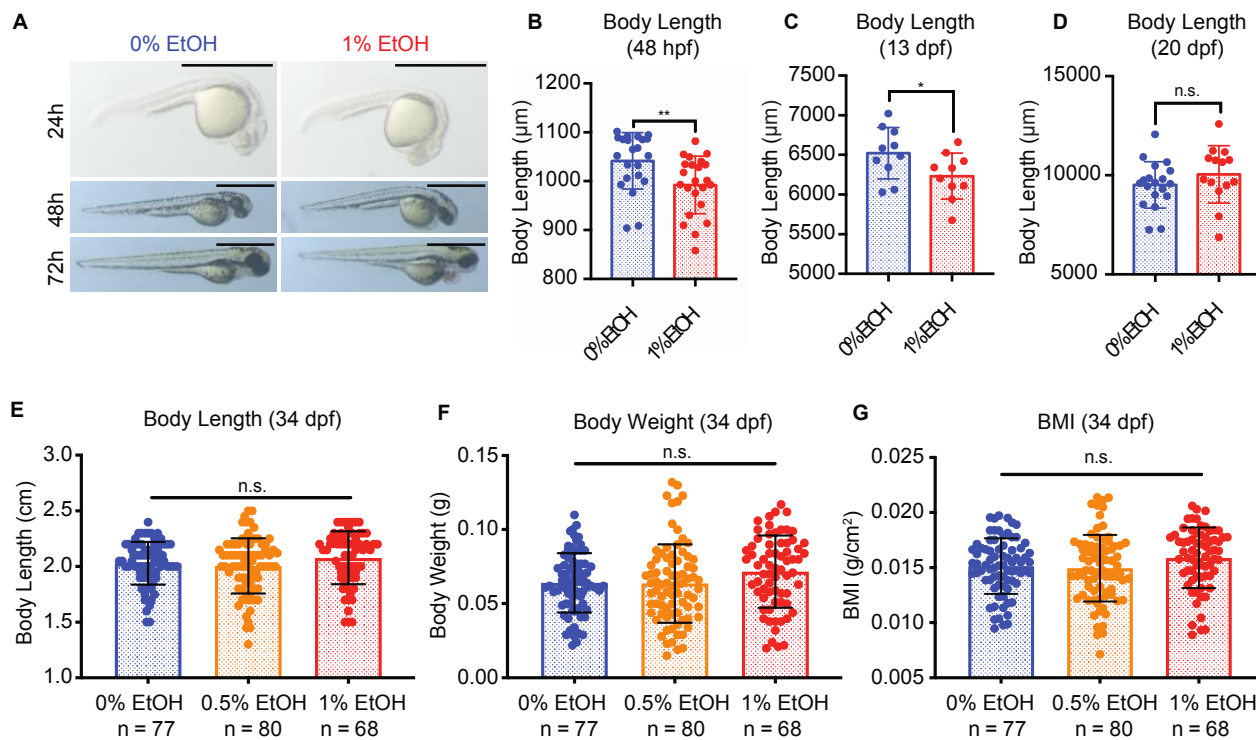

**Figure S2. Body parameters in larvae and juvenile zebrafish following EAE.**

**A.** Impact of EAE on development from 48 hpf – 72 hpf. Scale: 1mm. **B – D.** EAE reduces body length at 48 hpf through 13 dpf. Catch-up growth restores body length by 20 dpf. **E – G.** EAE exposure did not impact body length, weight, or BMI at 34 dpf prior to sexual differentiation. Sample numbers (n) noted under figure panels. Error bars show mean with SD.

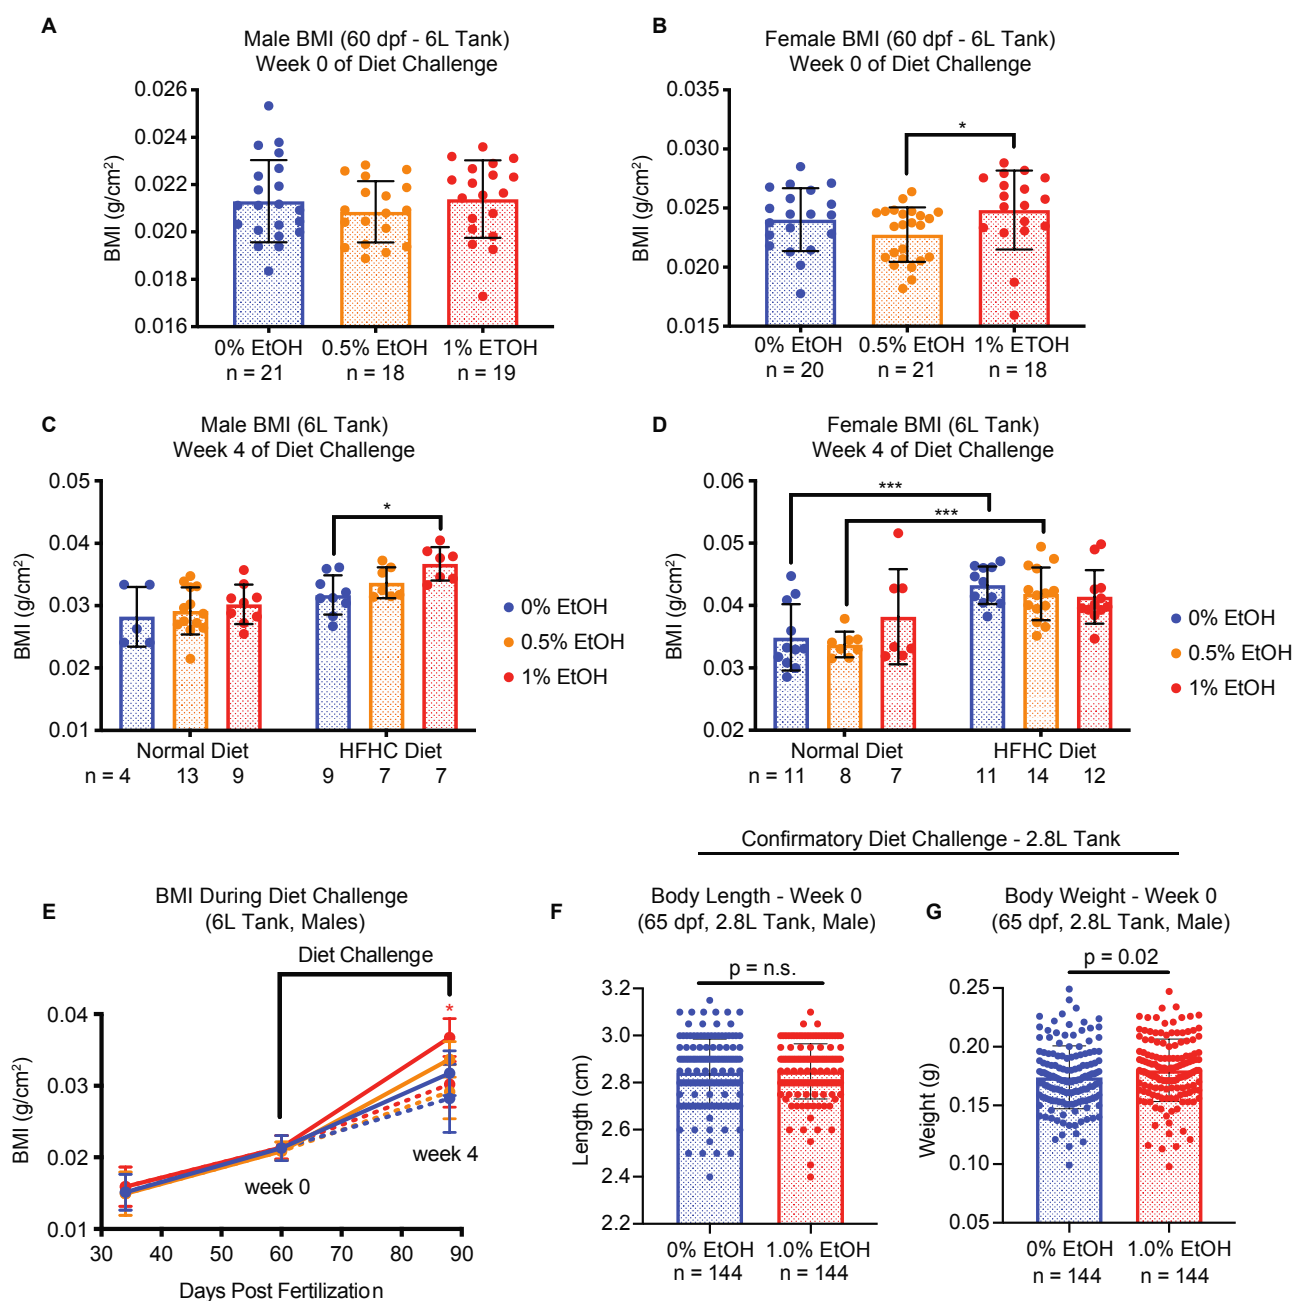

**Figure S3. Embryonic alcohol exposure is a risk factor for elevated BMI in males.**

**A – B.** BMI at 60 dpf in males and females enrolled in the pilot diet challenge study (6L tanks). No significant differences in BMI are evident in males. In females, the 1% EtOH (12 hpf – 5 dpf) cohort has a larger BMI than the 0.5% EtOH (12 hpf – 5 dpf) cohort ( $p < 0.05$ , one-way ANOVA with Tukey's multiple comparisons test). **C – D.** BMI after 4 weeks of the normal and HFHC trial diet challenge. 1% EtOH-exposed (12 hpf – 5 dpf) males but not females have a higher BMI relative to controls in response to HFHC diet. (C:  $p = 0.0144$ , two-way ANOVA with Tukey's multiple comparisons test; D:  $p = 0.0002$  (0% EtOH),  $p = 0.0005$  (0.5% EtOH), two-way ANOVA with Sidak's multiple comparisons test). **E.** Trajectory of BMI gain over the duration of the pilot study ( $p = 0.0144$ , two-way ANOVA with Tukey's multiple comparisons test). **F – G.** Body

length and weight at 65 dpf for control and EAE fish housed in 2.8L tanks (G:  $p = 0.02$ , unpaired one-way t-test). Sample numbers (n) noted under figure panels. Error bars show mean with SD.

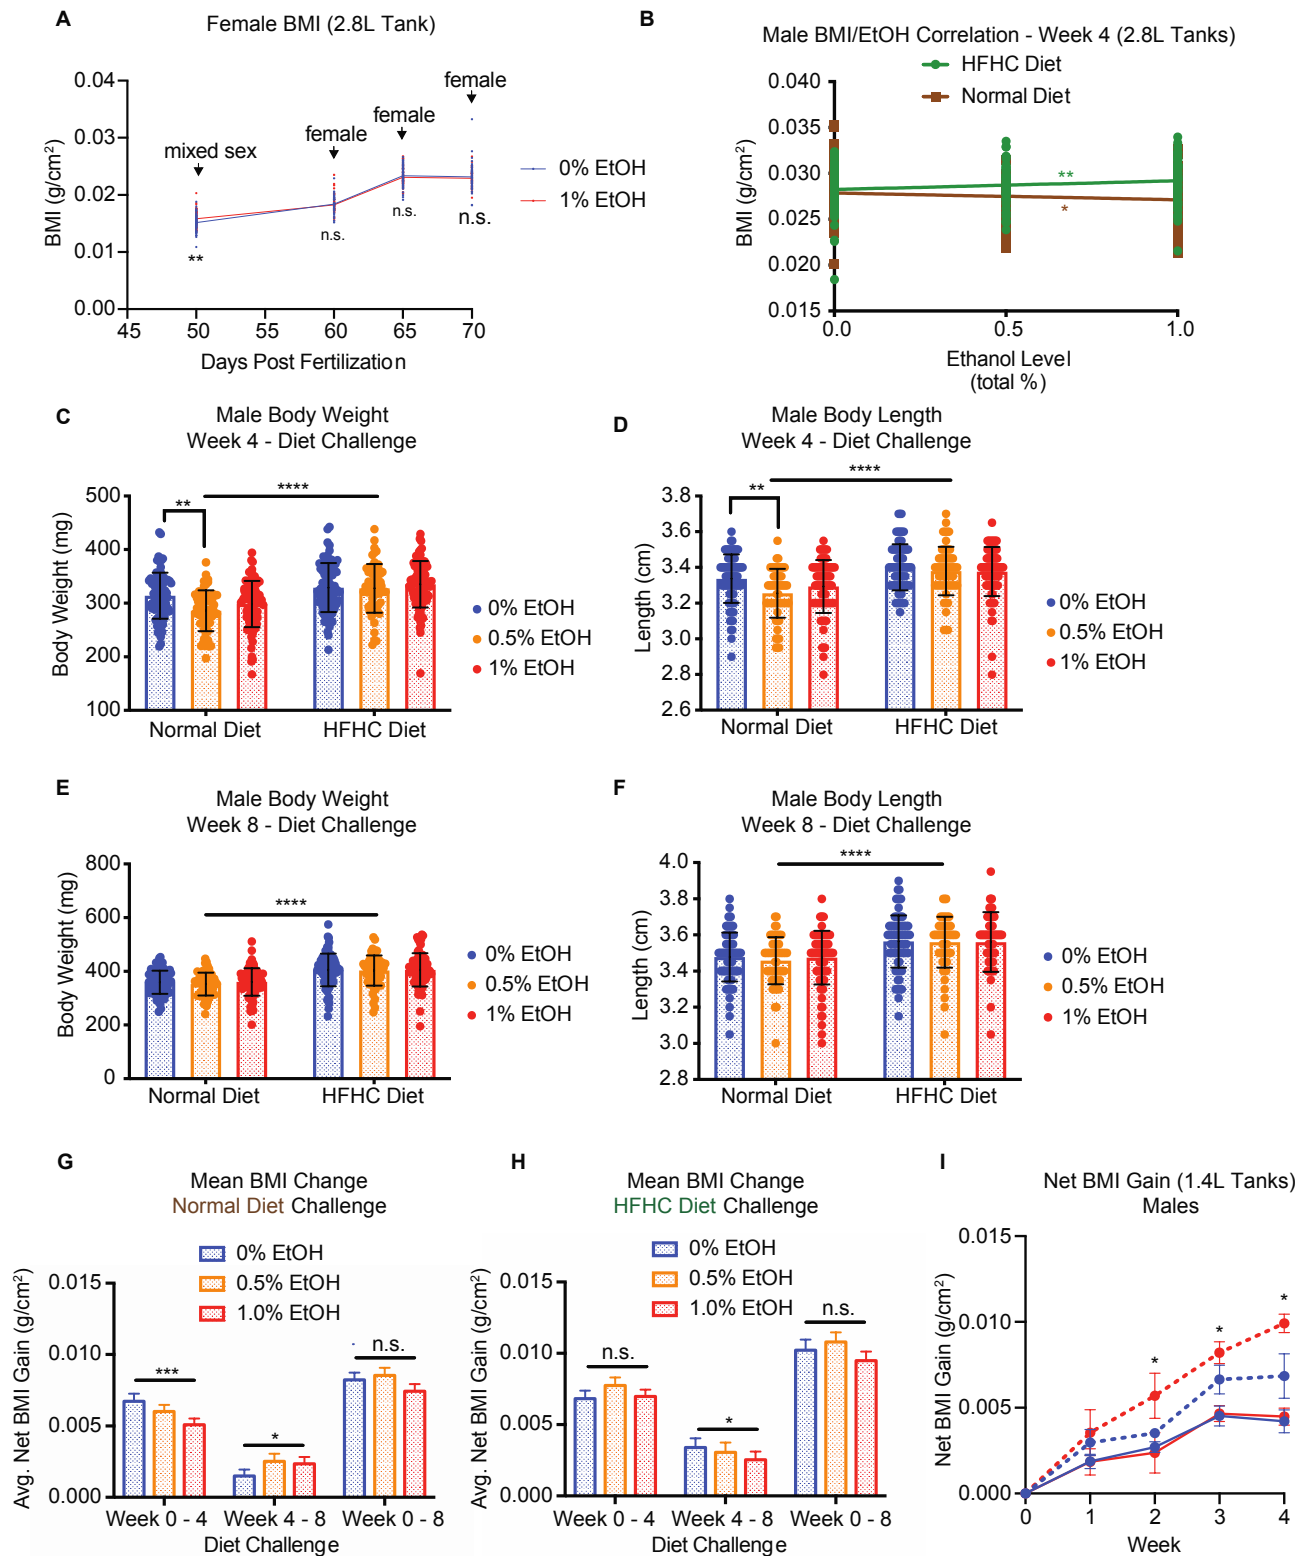

**Fig. S4. Body parameters in juvenile and adult zebrafish.** **A.** Female BMI during juvenile stages (\*\* $p = 0.001$ , unpaired two-tailed t-test;  $n > 30/\text{group}$ ). **B.** Linear regression of BMI after 4 weeks of diet challenge (\*\* $p = 0.0074$ , \* $p = 0.0319$ ). **C.** Body weight following 4 weeks of dietary challenge (\*\* $p = 0.0019$ , \*\*\*\* $p < 0.0001$ , two-way ANOVA with Tukey's multiple comparisons test). **D.** Body length following 4 weeks of dietary challenge (\*\* $p = 0.0062$ , \*\*\*\* $p < 0.0001$ , two-way ANOVA

with Tukey's multiple comparisons test). For C – D, n = 84 (0% EtOH, ND), n = 60 (0.5% EtOH, ND), n = 84 (1% EtOH, ND), n = 78 (0% EtOH, HFHC), n = 60 (0.5% EtOH, HFHC), n = 84 (1% EtOH, HFHC). **E. – F.** Body weight and body length is impacted by diet but not EAE after 8 weeks of challenge (\*\*\*\*p <0.0001, two-way ANOVA with Tukey's multiple comparisons test). For E – F, n = 83 (0% EtOH, ND and HFHC), n = 60 (0.5% EtOH, ND and HFHC), n = 84 (1% EtOH, ND and HFHC). **G.** EAE zebrafish receiving a normal diet gain less weight during weeks 0 – 4 and more BMI during weeks 4 – 8 compared to controls (Week 0 - 4: slope = -0.0016, p = 2.15e-06; Week 4 - 8: slope = 0.00084, p = 0.0255). **H.** EAE zebrafish receiving a HFHC diet gain less weight during weeks 4 – 8 compared to controls after having achieved a larger BMI than controls during earlier juvenile stages (Week 4 – 8: slope = -0.00087, p = 0.0225). P-values determined using linear regression. **I.** Net BMI gain in males housed in 1.4L tanks for 4 weeks of diet challenge beginning at 65 dpf (p < 0.05, unpaired one-tailed t-test, n = 3 tanks of 10 fish per group). Error bars show mean with SD.

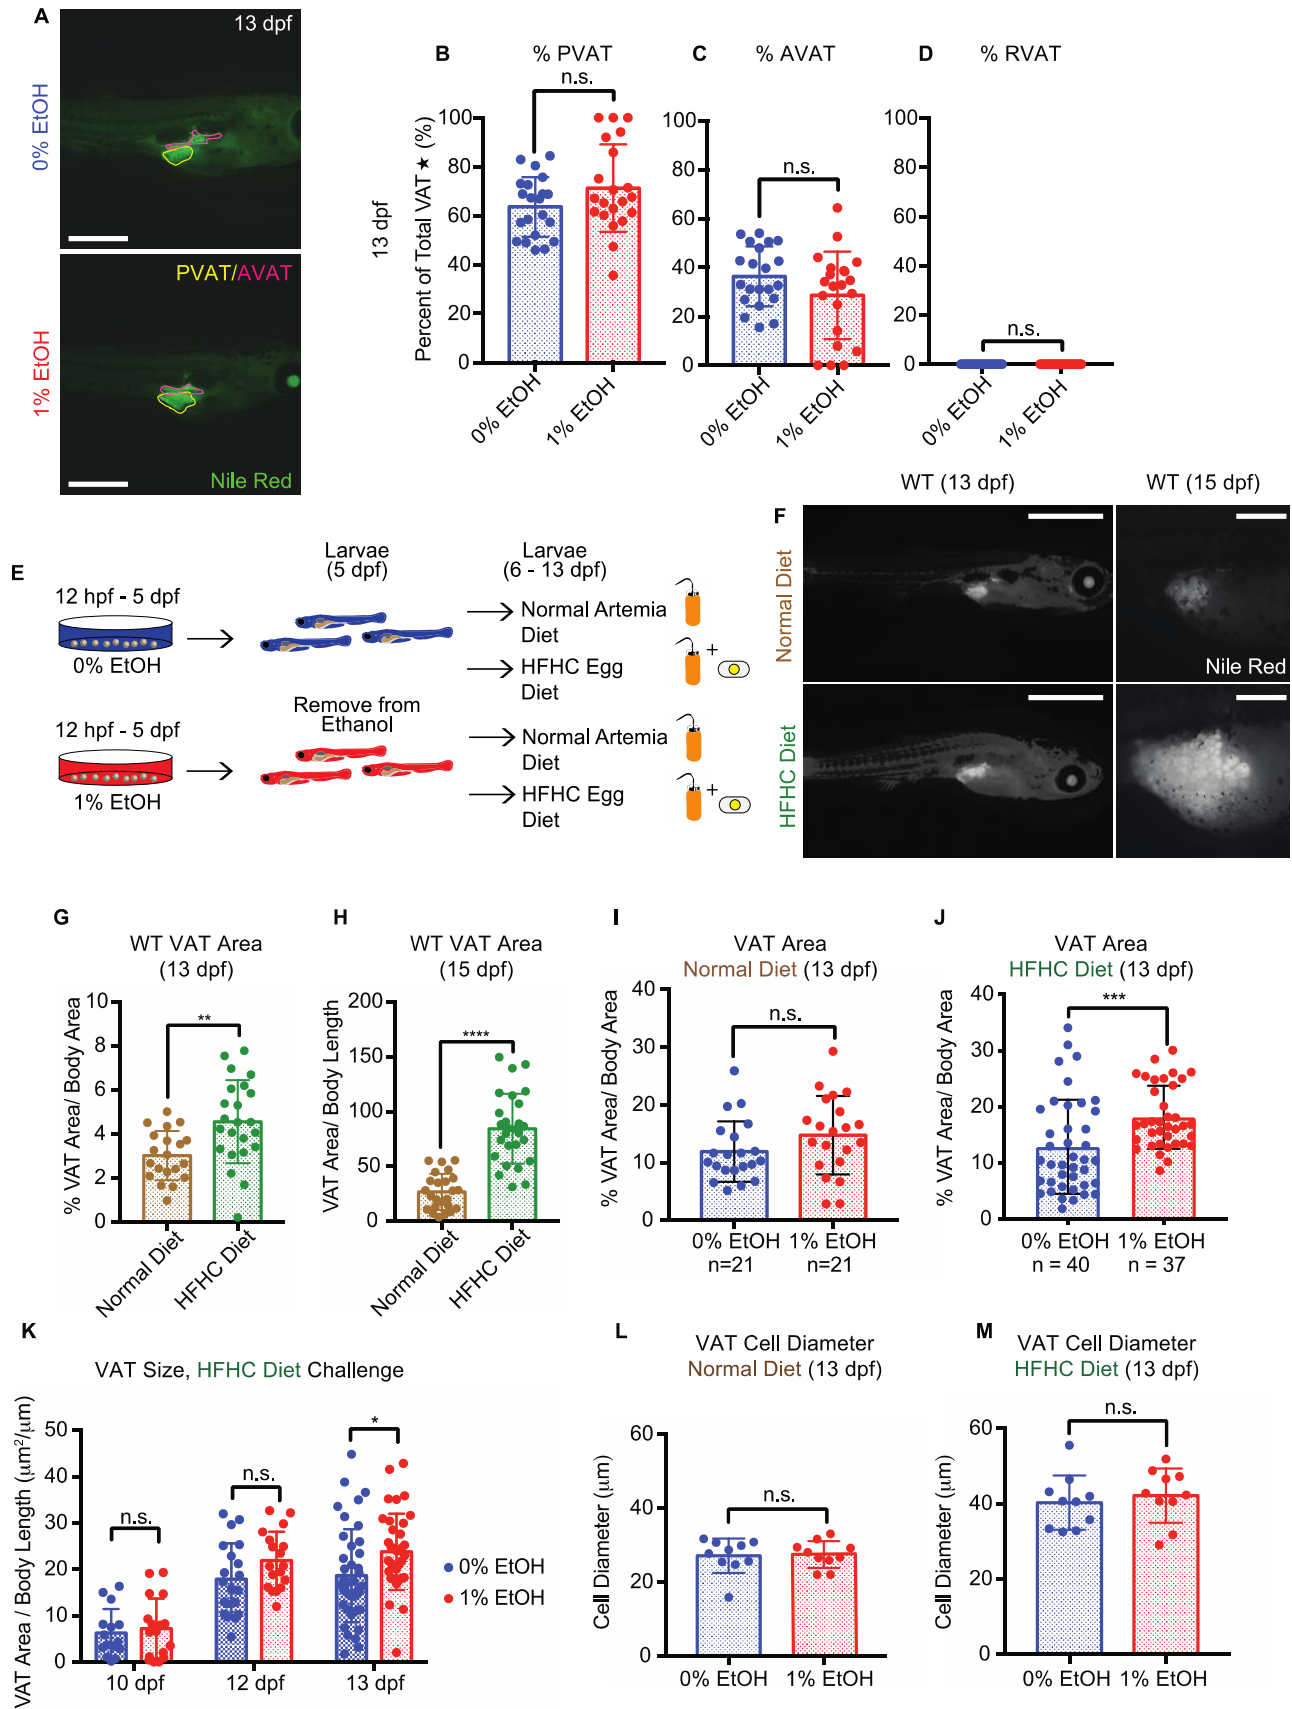

**Figure S5. Impact of EtOH and diet on VAT development.** **A.** Nile Red stained larvae at 13 dpf. PVAT and AVAT depots are highlighted in yellow and magenta, respectively. Scale: 1mm. **B – D.** No significant differences in % PVAT, % AVAT, or % RVAT are present at 13 dpf (n = 21 animals/group). **E.** Overview of larval HFHC diet challenge in control and EAE cohorts. **F.** Nile red stained VAT in 13 dpf and 15 dpf wildtype larvae. HFHC diet increases the size of the VAT depot, validating the efficacy of the diet. Scale: 1mm. **G – H.** Quantification of VAT area in 13 dpf and 15 dpf wildtype larvae (\*\*p < 0.01; \*\*\*\*p < 0.0001, two-tailed Mann-Whitney test). G: n = 20 (ND), n = 23 (HFHC); H: n = 24 (ND), n = 28 (HFHC). **I – J.** Percent VAT area relative to total body area in control and EAE larvae following normal and HFHC diet challenge at 13 dpf. VAT area/body area is increased in EAE larvae with HFHC diet challenge (p = 0.0005, two-tailed Mann-Whitney test). **K.** Time course of VAT size following HFHC diet challenge. 1% EtOH exposure promotes diet-induced VAT gains initially at 13 dpf (p = 0.0173, unpaired two-tailed t-test). For 10 dpf: n = 15 (0% EtOH), n = 17 (1% EtOH). For 12 dpf: n = 20 (0% EtOH), n = 18 (1% EtOH). For 13 dpf: n = 40 (0% EtOH), n = 37 (1% EtOH). **L – M.** Mean VAT cell diameter in control and EAE larvae following normal and HFHC diet at 13 dpf (n = 10 animals/group). Error bars show mean with SD.

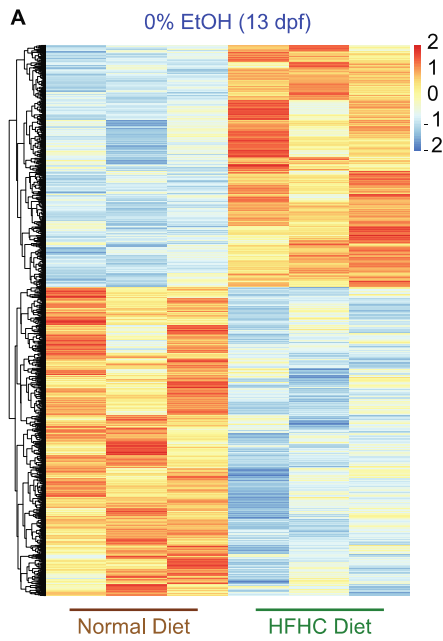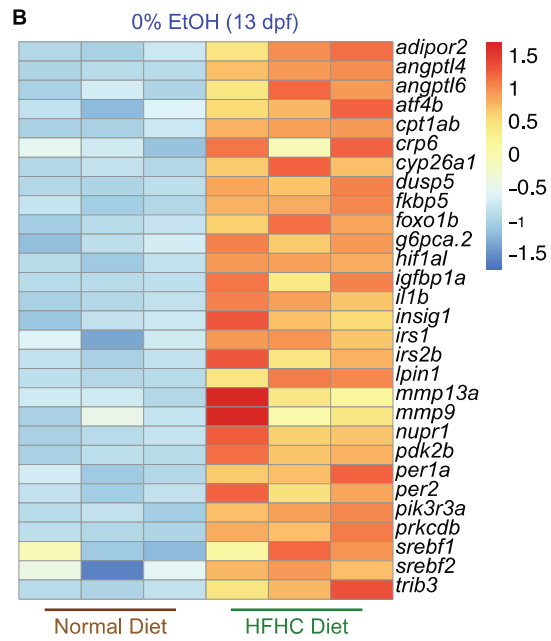

**C** GSEA of HFHC Diet-Induced Gene Expression Changes in Control Larvae

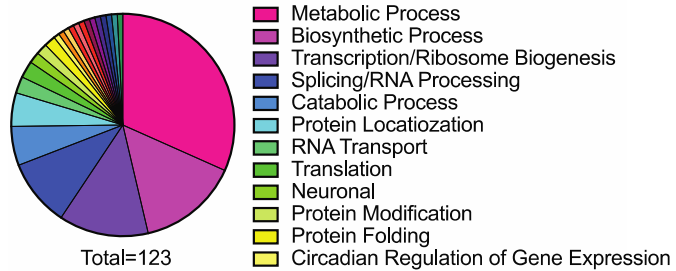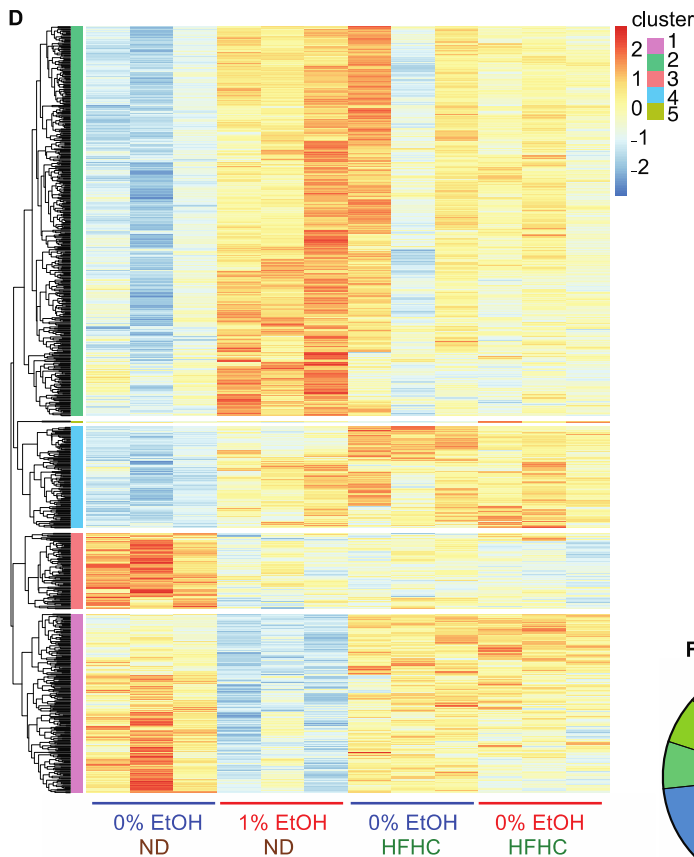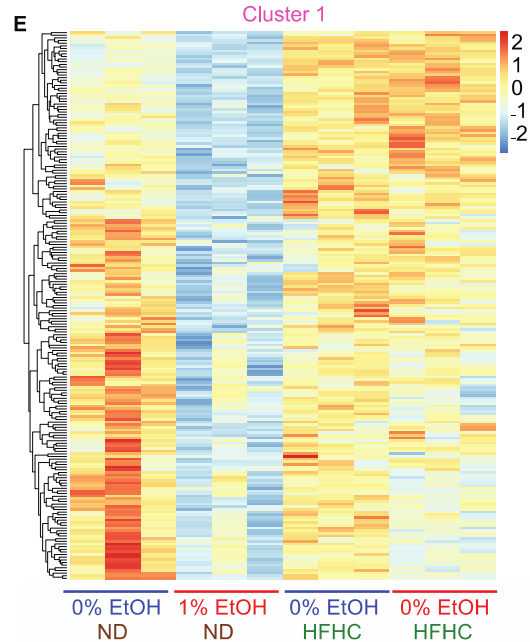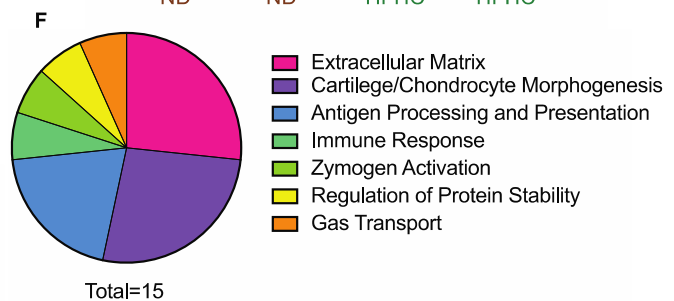

**Figure S6. GSEA and cluster analysis of differentially regulated genes identified in RNAseq.** **A.** Heatmap of significant ( $p_{adj} < 0.05$ ) whole-body transcriptional changes in 13 dpf control larvae in response to HFHC diet. **B.** Heatmap of significant ( $p_{adj} < 0.05$ ) obesity-related transcriptional changes in control larvae in response to HFHC diet. From top to bottom, genes include: *adipor2*, *angptl4*, *angptl6*, *aft4b*, *cpt1ab*, *crp6*, *cyp26a1*, *dusp5*, *fkpb5*, *foxo1b*, *g6pca.2*, *hif1al*, *igfbp1a*, *il1b*, *insig1*, *irs1*, *irs2b*, *lpin1*, *mmp13a*, *mmp9*, *nupr1*, *psk2b*, *per1a*, *per2*, *pik3r3a*, *prkcdb*, *srebf1*, *srebf2*, and *trib3*. **C.** GSEA of HFHC diet-induced transcriptional changes in 13 dpf control larvae identifies critical pathways normally disrupted by HFHC diet administration. **D.** Cluster analysis identifies genes that are more dysregulated in 1% EtOH-exposed larvae receiving the normal diet (relative to matched controls) than in the HFHC diet. **E.** Cluster 1 gene expression identifies transcripts downregulated in 1% EtOH-exposed larvae but partially rescued by HFHC diet. **F.** GSEA of transcripts identified in Cluster 1 pinpoints critical processes that are improved by HFHC diet. Heatmap p-values were determined using a negative binomial test with a Wald test from RNAseq analysis.

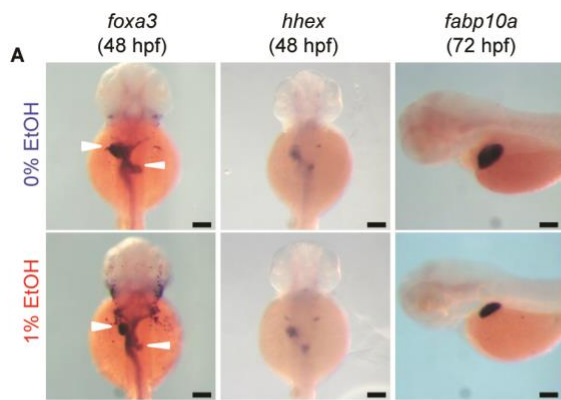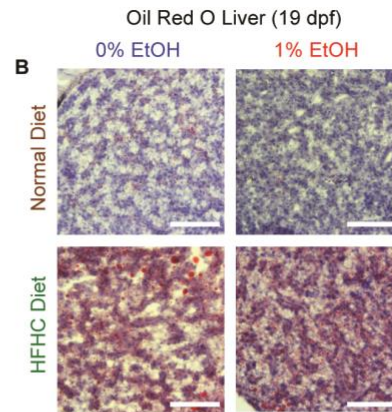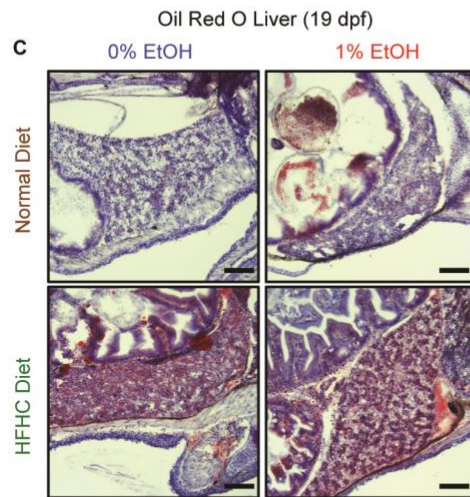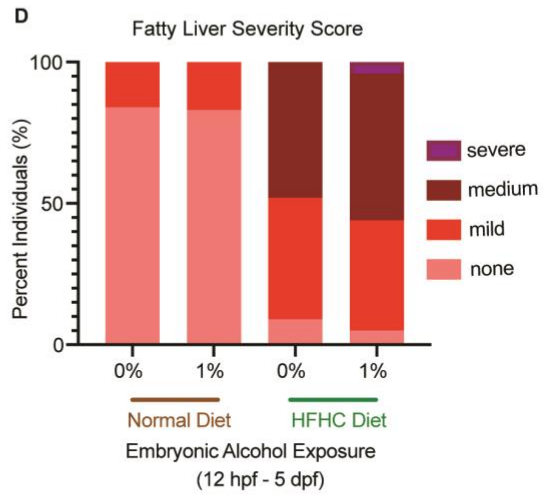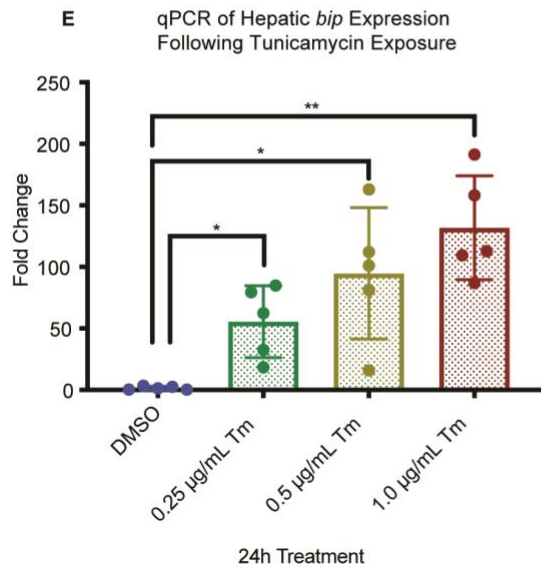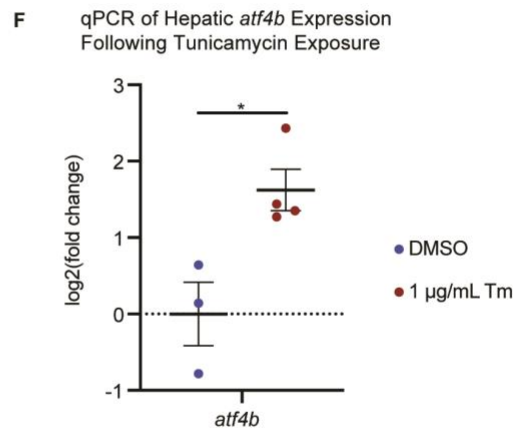

**Figure S7. The impact of EAE on liver biology.** **A.** *in situ* hybridization for pan endoderm marker *foxa3* and hepatic progenitor marker *hhex* at 48 hpf. Hepatic and pancreatic budding from the gut tube is delayed by 1% EtOH exposure (white arrows); however, 1% EtOH exposure does not prevent *hhex* hepatic progenitor specification. *in situ* hybridization for hepatocyte marker *fabp10a* at 72 hpf. 1% EtOH exposure delays the emergence of differentiated hepatocytes. **B – C.** Oil Red O staining of livers from 0% EtOH and 1% EtOH 19 dpf larvae. HFHC diet increases lipid levels in the liver and blood in control and EAE larvae. Scale: 0.01mm. **D.** Fatty liver severity score determined by lipid retention in larval hepatocytes. HFHC diet, but not prior EAE, induces more severe hepatic steatosis scores. For D: n = 19 (0% EtOH, ND); n = 23 (1% EtOH ND); n = 23 (0% EtOH HFHC); n = 23 (1% EtOH HFHC). **E.** qRT-PCR analysis of *bip* expression in response to 24h tunicamycin-induced ER stress in adult male livers (DMSO vs 0.25 µg/mL, p = 0.0363; DMSO vs. 0.5 µg/mL, p = 0.0439; DMSO vs 1ug/mL, p = 0.0059, Brown-Forsythe and Welch ANOVA test, Dunnett's T3 multiple comparisons test). Data represent mean with SD. n = 5 individuals per group. **F.** qRT-PCR of ER stress response genes *atf4b* in the presence and absence of tunicamycin (24 hpf) (p = 0.0187, two-tailed unpaired t-test). Data represent mean ± SEM. ER stress induces *atf4b* expression. n = 3 (DMSO), n = 4 (Tm).

How the deposited data were processed for this re-analysis (not part of the article)

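The deposited files hold bulk RNA-Seq of whole larvae and of adult livers. The larval part has 12 samples in 4 groups, control and EAE larvae on ND and on HFHC diet, each sample a pool of 15 larvae at 13 dpf. The adult part has 30 livers in 6 groups, 0%, 0.5% and 1% EtOH on ND and on HFHC diet, with 1 liver per library. Every sample was placed in its group by its label. The control livers on HFHC diet are numbered 1 to 4 and 6.

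For the larvae, the authors sequenced poly(A)-selected mRNA as single-end reads and aligned them to GRCz10 with STAR, and they deposited the read counts of 25935 genes by symbol, without normalization. They also deposited TPM values of the same genes, corrected for gene length, whose columns sum to 1000000. The paper's text does not name the program or the gene models that made the larval counts. For the livers, the authors aligned the reads with STAR, counted them on exons with htseq-count on Ensembl genes, and deposited these counts without normalization in 4 tables of 25680 genes and 10 livers, each table with a group of EtOH-exposed livers and the controls of the same diet. The tables also hold the authors' log2 fold changes, p-values and adjusted p-values from DESeq2, and counts that the authors divided by size factors. The 40 columns of size-factor counts were not used. The counts of a control liver are the same numbers in both tables that hold it. In the adult tables 20 gene symbols had been turned into dates and 423 symbols belonged to more than 1 gene, so adult genes were followed by their Ensembl identifier. Positions on GRCz10 come from the adult tables, and larval genes were given the identifier and position of the adult gene of the same symbol where there was only 1.

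Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The larval counts were filtered with filterByExpr, normalized by the TMM method and fitted for all 12 samples together with a mean for each group. Dispersions were estimated and each comparison was tested by edgeR's quasi-likelihood test. The comparisons were EtOH on each diet, diet in control and in EAE larvae, and the interaction of EtOH and diet. Each adult comparison was fitted in the same way on the 10 livers of its table. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values were scaled by TMM, and log2 CPM values used a prior count of 2. Gene lists were tested with camera at a correlation of 0.01, with fry, and with camera at the correlation estimated from the samples, and the genes of a list were also adjusted over the list alone. The lists were the obesity-related genes of Fig. S6B, the genes of Fig. 6, the genes of Fig. 7J in 3 parts (protein folding and ER stress, iron homeostasis, additional hepatic genes), and lists of neuronal, skeletal muscle, extracellular matrix and cartilage, erythrocyte, circadian clock, cholesterol biosynthesis, cytosolic ribosomal protein, unfolded protein response, intestinal epithelium, exocrine pancreas, and female liver and egg protein genes. Lists of islet hormone, pituitary hormone, glucocorticoid-responsive and further intestinal genes and of the arms of the circadian clock were written later, for single tests in the closing section.

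The comparisons, the thresholds, the lists of the figures and of tissues, the rule for the genes to be named and most alternative settings were set before the data were examined. That rule took every gene that the paper names in its text, in Fig. 6, in Fig. 7J or in Fig. S6B for a comparison, and for each comparison of a pair of groups the 2 genes with the smallest p-value that rose and the 2 that fell, among genes with an adjusted p-value under 0.05, groups that do not overlap and a symbol that is not a clone name. Genes of Fig. 7J and Fig. S6B that the rule took are reported through their lists and only in part by name, and another gene taken by the rule is not reported here. The gene FO904898.4 has a clone name too, but the prefixes set for clone names did not include its own, so the rule took it. The plan for the adult livers held a model for normalized values and a model for counts, and the model for counts was used because the tables hold counts. Alternatives for the larvae were DESeq2, edgeR's RLE normalization, no filter on low counts, a filter of at least 10 counts in every sample, limma on log2(TPM + 1) and on log2(TPM + 0.1), a log2 fold change above 0.5 in size as an added threshold, only the 2 groups compared in the fit, the replicate number as a block, and each sample left out in turn. Alternatives for the livers were DESeq2 for the counts of genes, limma after quantile normalization, no filter, a pseudocount of 10, the replicate block, unadjusted p-values, and each liver left out in turn. Chosen after seeing the data were RLE normalization of the livers, all 30 livers in one fit, that fit with the livers' mean log2 CPM of the intestinal and pancreatic lists as covariates, DESeq2 for the named adult genes, thinning of control ND replicate 3 to the median total of the other larval samples, and the alternatives of the interaction and of some lists.

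Total counts per larval sample ranged from 18582927 to 39115243 (median 20644885) and per liver from 8131371 to 12963071 (median 11299800). A gene with at most 3 counts in every library of a group was taken as at the floor, and its fold change was computed against 3 counts as a bound. Such floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The fits were tested on simulated data with the means and dispersions of these samples, in which 200 genes changed by 1 on the log2 scale. In the larval simulation edgeR called 178 of the 200 genes and 15 unchanged ones, and DESeq2 called 171 and 20. In the simulated livers edgeR called 85 of the 200 genes and 2 unchanged ones, and DESeq2 called 115 and 21. The chance of a complete separation of 5 livers from 5 is 0.794%. Counts of other splits of the samples were taken over all 10 splits of 3 samples against 3 and over 100 drawn splits elsewhere.

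The paper's GO analyses and its clusters of genes were not rebuilt, since lists of their genes were not used here. Supplementary tables were read as far as their lines could be read, with 864 of 864 genes of Table S1, 1998 of 6255 of Table S3, 1998 of 5374 of Table S4 and 2 of 1468 of Table S6. Measurements of adipose tissue, imaging, qRT-PCR and the human cohort were not analysed here.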

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

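The tests chosen only after the result was seen were the counts of other splits of the larvae, the test of blood in the larvae and the test of the chromosome region of mhc1uba. The fit of all 30 livers, the splits of the livers in it, its tissue scores and the thinning of control ND replicate 3 were also chosen after seeing the data, and the lists of glucocorticoid-responsive, pituitary hormone, islet hormone and further intestinal genes were written after the results they test were seen.

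Of 117 groups of 5 livers (named genes, tissue lists and total counts), 9 held a liver beyond the 95% critical value of Dixon's criterion, where about 1 in 20 groups, or 5.85, is marked by chance. In log2 CPM on HFHC diet, atf4b was 5.68 in control replicate 1 (others 6.09 to 6.24) and 6.81 in 1% EtOH replicate 4 (others 6.51 to 6.56). Low values were 6.80 for tcp1 in 1% EtOH replicate 2 (others 7.10 to 7.20), 1.00 for hspa4a in 0.5% EtOH replicate 1 (others 3.30 to 4.04), 8.38 for fth1a in control replicate 6 (others 9.37 to 9.60) and 5.35 for mhc1uba in the same liver (others 7.82 to 8.07). High values were 7.79 for slc40a1 in 1% EtOH replicate 5 (others 4.84 to 5.58) and 10.93 for scp2a in 1% EtOH replicate 3 (others 10.06 to 10.18). That liver also had the lowest total count of its group, 9757169 (others 11506202 to 11720953). Without that liver the adjusted p of scp2a in 1% EtOH-exposed livers was 0.0110. The labels give no batch for these livers, and no biological explanation was tested for single livers.

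The gene mhc1uba was tested further, since control replicate 6 was as low as the EtOH-exposed livers. Reads shared with other MHC class I genes argue for no change of their sum, but the sum over 19 such genes had a log2 fold change of -0.65 between 1% EtOH-exposed and control livers (a p-value of 4.94e-04 from edgeR's quasi-likelihood test), and the abundant mhc1zba, at 338 CPM, changed by -0.18. Fish of some families may carry another haplotype of the region. With the group means removed, the 66 genes around mhc1uba had a mean squared correlation with it of 0.0704 across the 30 livers, at percentile 94.3 of 1963 windows elsewhere. A haplotype and an effect of EtOH cannot be told apart for this gene, because that percentile lies short of the threshold of the test and the labels do not give the family of a fish.

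The EtOH effects of the larvae differed between diets by the interaction test, with 50 genes, and for the named genes with log2 interactions of 1.85 for gh1, -0.94 for fkbp5, -0.81 for hif1al and -0.69 for dusp5. The median interaction was -0.36 for the neuronal list and -0.36 for the obesity-related genes of Fig. S6B. Other splits of the samples gave as many genes in 2 of 100 splits, as large a median in 4 of 100 splits for the neuronal list and in 2 of 100 splits for the genes of Fig. S6B, the real split included. The largest count of genes in another split was 304. In 20 sets of simulated counts with the same effect on both diets, at most 2 genes had an adjusted p-value under 0.05. Each gene was drawn on its own in these simulations. Shifts that genes share within a pool are therefore missing from them, and they cannot exclude such shifts as a source of interactions. Lists with the same response to diet in simulated counts had median interactions from -0.27 to -0.03. The choice of the genes of Fig. S6B on these control larvae thus did not give -0.36 there. In the same simulated counts, genes called on ND kept a median change of at least 0.27 on HFHC diet. Genes called on HFHC diet kept at least 0.28 on ND. The real medians were -0.03 and -0.06, further down than the choice of genes on a diet gave in counts without shared shifts. Normalization and depth moved the count little, with 49 genes under RLE normalization and 59 with control ND replicate 3 thinned, and the labels give no batch. A difference of the control larvae on ND from all others stays open, because the effects of EtOH on ND and of diet in control larvae share these samples. Their correlation across genes, which are not independent replicates, was 0.396 within a range of 0.286 to 0.730 for regrouped deviations, so that the sharing and such a difference cannot be told apart. The interaction of EtOH and diet itself is the biological explanation that the design gives, and it stays open too.

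For fkbp5, a candidate explanation is a weaker glucocorticoid response in EAE larvae. The 21 other glucocorticoid-responsive genes, of which 0 were in the lists of Fig. S6B or of the clock, had a median log2 fold change with diet of 0.42 in control larvae (p-value 3.37e-05 by fry) and 0.07 in EAE larvae (p-value 0.0567 by fry), and a median interaction of -0.29 with 18 genes negative (p-value 0.00348 by fry). This is a hypothesis tested on the larvae in which it was found. For gh1, another share of pituitary tissue in the pools and a change of the gene itself cannot be told apart, since only 3 other pituitary hormone genes could be tested. All 3 had positive interactions, with a median of 0.61 (p-value 0.407 by fry).

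The paper does not discuss the globin genes hbaa1 and hbba1, which in EAE larvae on ND had log2 fold changes of -3.77 and -4.07. Less blood is argued against as the whole cause. The 8 other erythrocyte genes had a median of -0.31, with 7 lower (p-value 0.0122 by fry), and moved apart, with 0.61 for hbae3 and -1.30 for hbae5. Over the whole list of 10 genes the median was -0.34, with 9 lower (p-value 0.00194 by fry), and 5 genes had an adjusted p-value under 0.05 over all genes against 8 when adjusted over the list alone. Reads shared with the paralogs hbaa2 and hbba2 are argued against too, since the sums of the pairs had log2 fold changes of -3.71 (adjusted p = 4.68e-04) and -4.06 (adjusted p = 7.54e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A later switch between globin genes in EAE larvae stays open, but it was not tested, nor was a difference between the parents of the pools. Slower growth of the EAE larvae, which the paper reports as shorter up to the age of these pools, was not tested here either. Of the other globin genes in the list, hbae5, hbbe2 and hbbe1.1 fell, by -1.30, -0.76 and -0.32. As hbae3 rose by 0.61, these genes do not settle whether a switch took place.

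The paper reports few results for 0.5% EtOH on ND. In the fit of all 30 livers, 1132 genes had an adjusted p-value under 0.05 in this comparison, 119 higher and 1013 lower, and 1125 genes had an interaction of 0.5% EtOH and diet. Other splits of the livers gave as many as 1132 genes in 3 of 100 splits, the largest other count being 1231. The intestinal list had a median of -9.85 over 17 genes, or -6.12 with the 6 genes at the floor placed at their bound. Intestinal tissue carried over with some control livers may explain the pattern. A further list of 20 intestinal genes, which shares 0 genes with the other, had a median of -6.94 (-5.80 with 7 genes at their bound), with 18 lower (p-value 0.00966 by fry), and with the livers' scores for intestinal and pancreatic genes in the fit both counts were 0, with 558 and 972 genes at an unadjusted p-value under 0.05. In control ND livers chia.3 ranged from 2.64 to 19093 CPM and fabp2 from 14.7 to 4230 CPM, against 0.364 to 2.34 and 2.36 to 95.5 with 0.5% EtOH. Of the intestinal genes, livers with 0.5% EtOH on ND also expressed 3 of 17 and 1 of 20 above 10 CPM in every liver. An effect of EtOH on how much intestine stayed with the liver was not tested and stays open.

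On HFHC diet, control livers had lower levels of genes of the pancreas, which the paper does not discuss. The median of the 14 exocrine pancreas genes was -4.77, with all 14 lower and all 14 past the threshold both over all genes and adjusted over the list alone (p-value 8.12e-06 by fry). In control livers ctrb1 ranged from 463 to 4918 CPM on ND and from 30.6 to 130 on HFHC diet, and 8 of the 14 genes were above 10 CPM in every control liver on HFHC diet. Pancreatic tissue carried over with the livers may explain the pattern, since the 9 islet hormone genes also fell, with a median of -5.84 (p-value 2.05e-04 by fry), and ins had 7554 counts in the control ND livers against 114 on HFHC diet. The intestinal lists fell too in this comparison. Their medians were -7.14 over 17 genes (-7.08 with 1 gene at its bound) and -6.22 over the further 20 genes. Whether the diet changed the pancreas or intestine, or the dissection differed, was not tested.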

How the results depend on the processing

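No test in this part was chosen after the result was seen, apart from the settings named as such. Under RLE normalization, and in the larvae under a filter of at least 10 counts in every sample and with control ND replicate 3 thinned (chosen after seeing the data), every count of genes stayed within 1.5 times its value and every list kept its direction and its side of the threshold. The lists kept both under every change of normalization and model run on them, and the clock list and the genes of Fig. S6B also under fry and the estimated correlation. RLE normalization moved the median of all genes by less than 0.1 in each comparison. For 0.5% EtOH on ND, quantile normalization moved it from -0.02 to 0.08 and DESeq2 to -0.10. The cause was not tested for any change below, except where fewer samples or genes tested show it.

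With DESeq2 the counts of genes with an adjusted p-value under 0.05 were 497 for EtOH on ND, 130 for EtOH on HFHC diet and 254 for the interaction in larvae, and 40 for 1% EtOH on ND, 81 for 1% on HFHC diet, 1010 for 0.5% on ND and 138 for 0.5% on HFHC diet in livers. The unadjusted count for 1% EtOH on ND was 1230. With limma on log2(TPM + 1) the larval counts were 13, 17 and 12, and 80 genes above 0.5 and 86 below -0.5 by unadjusted p-value on HFHC diet. With limma on log2(TPM + 0.1) they were 5, 14 and 12. Without a filter on low counts they were 414, 100 and 193, and for 1% EtOH on ND in livers 0, with 1102 by unadjusted p-value. With only the 2 groups compared in the fit, EtOH gave 145 genes on ND, of which 80.7% were higher against 65.0% in the fit of all samples, and 92 on HFHC diet. A log2 fold change above 0.5 as an added threshold left 119 genes for EtOH on ND, 54.6% of them higher, 977 for diet in control larvae, 77.3% of them higher, and 971 for diet in EAE larvae, 80.6% of them higher. Fewer genes pass there by construction. Quantile normalization gave 0 genes for 1% EtOH on ND. In the livers, unadjusted p-values gave 572 and 1187 genes for 1% EtOH on ND and HFHC diet and 1676 and 1403 for 0.5% EtOH.

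All 30 livers in one fit, chosen after seeing the data, gave 0 genes for 1% EtOH on ND (1319 unadjusted), 0 on HFHC diet (706 unadjusted) and 1132 for 0.5% EtOH on ND. With tissue scores, also chosen after seeing the data, the counts were 0 for 1% EtOH on ND (1404 unadjusted) and 0 on HFHC diet (880 unadjusted).

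The labels do not say that the replicate numbers pair the samples, and no pairing was seen on average. Deviations from the group mean had a mean correlation of -0.00724 over 18 pairs of larval samples with the same number and of 0.00356 over 36 other pairs, and of 0.00863 over 70 and -0.00216 over 305 pairs of livers. Single pairs of livers with the same number ranged from -0.557 to 0.572, so these means cannot exclude pairing. The paper compared clutch-matched siblings, and families were not part of the fits here. With a replicate block, EtOH on HFHC diet gave 22 genes in larvae and 1% EtOH on ND gave 0 in livers.

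For the lists, the estimated correlation raised the p-value of the same medians to 0.0722 for the neuronal list (0.31), 0.0831 for skeletal muscle (-0.15), 0.113 for extracellular matrix and cartilage (-0.12) and 0.0589 for cholesterol biosynthesis (0.31), and in livers on HFHC diet to 0.110 (-0.29) and 0.437 (-0.10) for the ribosomal list and 0.139 (0.29) and 0.192 (0.52) for the unfolded protein response list with 1% and 0.5% EtOH. Under fry it was 0.211 for the ribosomal list with 0.5% (-0.10), and 0.0923 (0.29) and 0.130 (0.52) for the unfolded protein response list. Both tests allow more correlation between genes than the preset value. Of 49 settings of the lists of further comparisons, 38 kept direction and side of the threshold and 11 were weaker.

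With samples left out in turn, counts by adjusted p-value ranged from 7 (without control ND replicate 2) to 277 for EtOH on ND, from 8 (without control HFHC replicate 2) to 60 for EtOH on HFHC diet, from 15 (without EAE HFHC replicate 1) to 386 (without control HFHC replicate 2) for the interaction, from 1868 (without control HFHC replicate 1) to 3415 for diet in control larvae and from 1525 (without EAE HFHC replicate 2) to 1850 in EAE larvae. On HFHC diet the unadjusted counts were 1303 to 1786, 193 to 262 above 0.5 and 146 to 209 below -0.5. In livers they were 0 to 3 (without 1% EtOH ND replicate 2) for 1% EtOH on ND, with 449 to 719 unadjusted, 0 to 5 (without control HFHC replicate 6) on HFHC diet, 0 to 272 (without control ND replicate 4) for 0.5% EtOH on ND and 0 to 1 (without 0.5% EtOH HFHC replicate 4) on HFHC diet. Medians ranged from 0.27 to 0.35 for the neuronal, -0.21 to -0.12 for the muscle and -0.15 to -0.10 for the matrix list on ND, 0.22 to 0.36 for cholesterol on HFHC diet, 0.23 to 0.34 for the clock, 0.94 to 1.02 for the genes of Fig. S6B, -0.37 to -0.23 and -0.16 to -0.05 for the ribosomal list and 0.20 to 0.43 and 0.30 to 0.68 for the unfolded protein response list with 1% and 0.5% EtOH.

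Of 377 settings of named larval genes, 366 kept direction and side of the threshold, 6 were weaker and 5 stronger. Of 402 that left out a sample, 371 kept both, 25 were weaker, 4 stronger and 2 reversed, both with diet in control larvae: dhrs7b, from -0.65 to 0.032 (without control ND replicate 1), and gh1, from -0.58 to 0.032 (without control ND replicate 2). The neuronal list on HFHC diet went from -0.16 to 0.032 (without control HFHC replicate 1). Of 520 settings of named adult genes, 476 kept both, 13 were weaker, 26 stronger and 5 reversed, and of 650 that left out a liver, 615 kept both, 26 were weaker, 3 stronger and 6 reversed. All reversals in livers were with 0.5% EtOH on HFHC diet. For hspa4a they were -0.11 with quantile normalization, -0.046 with pseudocount 10, -0.21 with the replicate block and -0.030 with tissue scores, and single livers left out gave -0.075 (without 0.5% EtOH replicate 2) to 0.43. For unc45a the value was -0.22 with tissue scores, and -0.19 (without 0.5% EtOH replicate 2) to 0.16 with single livers left out, reversed also without control replicates 1 and 6. With single livers left out adh8a went from -0.54 to 0.0020 (without control replicate 1) and mhc1uba from -0.45 to 0.14 (without 0.5% EtOH replicate 4).

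The depth limits genes with few counts, such as dhrs7b at about 1 CPM in larvae and FO904898.4 with at most 20 counts in a liver.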

Differences from the paper's values

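No test in this part was chosen after the result was seen except where stated. Of 22 of the paper's values set beside values computed here, 7 were counted as differing, and they are named below. Values outside these 7 were not all equal to the paper's. The count by unadjusted p-value for 1% EtOH on ND in livers, 572 against the paper's 848, is not among the 7.

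For EAE larvae on ND, 257 genes had an adjusted p-value under 0.05 against the paper's 864. None of the alternatives set before the data were examined closed the gap, with counts from 5 with limma on log2(TPM + 0.1) to 497 with DESeq2, and from 7 to 277 with a sample left out. For 1% EtOH-exposed livers on ND the count was 2 against the paper's 10. None of the alternatives set before the data were examined came within the paper's value: DESeq2 gave 40, pseudocount 10 gave 2, quantile normalization, no filter and the replicate block gave 0, and single livers left out gave 0 to 3. For 1% EtOH-exposed livers on HFHC diet the count was 1 against the paper's 96. DESeq2, which the paper's methods name, gave 81 and closed the gap, while the other alternatives set before the data were examined did not, with 0 to 5 genes, apart from the count of unadjusted p-values at 1187.

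The p-value of atf4b with 1% EtOH on HFHC diet was 0.00136 against the paper's 3.02e-05. None of the alternatives set before the data were examined closed the gap (9.56e-04 with pseudocount 10, 0.00124 without a filter, 0.00128 with quantile normalization, 0.00835 with the replicate block, 0.00182 to 0.00397 with single livers left out), and DESeq2, chosen for this gene after seeing the values, gave 5.80e-05. For hspa5 the p-value was 0.0279 against the paper's 0.01. Of the alternatives set before the data were examined, leaving out 1% EtOH HFHC replicate 2 closed the gap with 0.0150, and the others did not, with values from 0.00315 to 0.0961. DESeq2, chosen for this gene after seeing the values, gave 0.0105. For rbp4 the p-value was 0.00525 against the paper's 0.009. Of the alternatives set before the data were examined, the replicate block (0.00904) and leaving out control HFHC replicate 1 (0.0106), 3 (0.00816) or 6 (0.00605) or 1% EtOH HFHC replicate 2 (0.0103) closed the gap, and quantile normalization (0.00149), no filter (0.00301), pseudocount 10 (0.00493) and the other livers left out did not. DESeq2, chosen for this gene after seeing the values, gave 6.63e-04, and the comparison the authors deposited holds 8.99e-04. For mhc1uba the p-value was 4.90e-05 against the paper's 6.71e-11. None of the alternatives set before the data were examined closed the gap, the nearest being 1.24e-09 without control HFHC replicate 6, and DESeq2, chosen for this gene after seeing the values, gave 1.47e-11.

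The paper states that ahsg1 and abcb11b respond more to HFHC diet in EAE than in control larvae. The interactions here went the same way, with adjusted p-values of 0.0976 and 0.128. For ahsg1 it was 0.0464 without a filter on low counts and 0.0196 without control HFHC replicate 2. For EAE against control larvae on HFHC diet the adjusted p of ahsg1 was 0.0678, and 0.0366 with DESeq2, 0.0140 without a filter, 0.0362 without control HFHC replicate 2 and 0.0447 without control HFHC replicate 3. The paper states that dhrs7b changes in EAE larvae under HFHC diet, where its adjusted p was 0.118 against control larvae, 0.0925 against ND and 0.296 for the interaction. It was 0.0485 against control larvae with only the 2 groups in the fit and 0.0384 against ND with the replicate block. For gh1, which the paper calls changed in EAE larvae under HFHC diet, EAE and control larvae on HFHC diet had an adjusted p of 0.605, while the response to diet in EAE larvae and the interaction had adjusted p-values of 0.00139 and 0.0413.

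The paper shows the genes of Fig. 7J at a p-value under 0.05 without adjustment. With 1% EtOH on HFHC diet, 15 of the 16 protein folding and ER stress genes passed that threshold here. So did 3 of the 4 iron homeostasis genes and 11 of the 11 additional hepatic genes, on genes the study chose on these samples. The paper states that genes of protein folding and ER stress, rbp4, and genes of immune function, glycogen storage and iron homeostasis are changed in EtOH-exposed livers on HFHC diet. With 1% EtOH none of the genes it names there had an adjusted p-value under 0.05 here, with 0.302 for atf4b, 0.461 for hspa5, 0.388 for vcp, 0.271 for nfe2l1b, 0.388 for rbp4, 0.12 for mhc1uba, 0.203 for gyg1a, 0.289 for fth1a, 0.345 for tfa and 0.289 for hamp, and slc40a1 had an adjusted p of 0.583 and an unadjusted p of 0.0802 (from 5.41e-05 with the replicate block to 0.0864 with DESeq2 over the alternatives). DESeq2, chosen for these genes after seeing the values, gave adjusted p-values of 0.0188 for atf4b, 0.0323 for vcp, 0.00605 for nfe2l1b, 1.02e-07 for mhc1uba, 5.26e-04 for gyg1a, 0.00253 for fth1a, 0.0416 for tfa and 0.00253 for hamp, and of the other genes of Fig. 7J it called ppid (8.53e-05), hsp90ab1 (0.00696), rpl10a (0.00568), rpl22l1 (0.00253), cct8 (0.0270), eef1b2 (0.0218), eif3s6ip (0.0219), adh8a (0.0195), scp2a (0.00256), tapbp.1 (0.00360) and abcf2a (0.0490). The replicate block gave mhc1uba 0.0357, and leaving out a liver gave 1.55e-05 for mhc1uba (control replicate 6), 0.0382 for hamp (1% EtOH replicate 5) and 0.0110 for scp2a (1% EtOH replicate 3). With 0.5% EtOH, where the paper also names the ER stress genes, the unadjusted p-values were 0.00249 for atf4b, 0.0141 for hspa5, 0.172 for vcp, 0.0604 for nfe2l1b and 0.0535 for atf4a, and the adjusted p-values 0.319, 0.361, 0.611, 0.456 and 0.447. DESeq2 gave 0.5% EtOH adjusted p-values of 0.0275 for atf4b, 0.0420 for fth1a, 0.0217 for slc40a1, 7.19e-07 for itpkcb, 1.04e-04 for abcf2a and 0.00166 for sgk2b, the last 3 at 0.159 each by edgeR and at 2.62e-06, 9.74e-05 and 0.00133 in the authors' deposited comparison, and was chosen for these genes after seeing the values.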

Other observations

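The tests chosen only after the result was seen were the counts of other splits of the larvae and of the livers with 1% EtOH, and the tests of muscle, of depth and of tissue in the unfolded protein response list. The fit of all 30 livers, its tissue scores and the thinning of control ND replicate 3 were also chosen after seeing the data, and the lists of the arms of the clock were written after the clock list was seen to rise.

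In the larvae, all 10 splits of 3 samples against 3 were fitted for each comparison of a pair of groups, and a share under 1 in 10 cannot be reached. The real split alone gave as large a result, 1 of 10 splits, for the counts of genes changed by EtOH on ND, by EtOH on HFHC diet, by diet in control larvae and by diet in EAE larvae. The same 1 of 10 was found for the medians of the neuronal, skeletal muscle and extracellular matrix and cartilage lists on ND, of the cholesterol list on HFHC diet, and of the genes of Fig. S6B and the clock list with diet in control larvae. In the livers, 100 splits were drawn for each comparison. For 1% EtOH on ND, 3 of 100 splits gave as many genes by adjusted p-value as the real split, although by unadjusted p-value 40 of 100 did. For 1% EtOH on HFHC diet, 15 of 100 splits gave as many genes by adjusted p-value, 7 of 100 as large a median of the ribosomal list and 14 of 100 as large a median of the unfolded protein response list. For 0.5% EtOH on HFHC diet these were 23 of 100 for the ribosomal list and 11 of 100 for the unfolded protein response list. With 0.5% EtOH the adjusted counts were 0 on both diets, which all 100 of 100 splits reach, and 3 of 100 splits on ND and 1 of 100 on HFHC diet gave as many genes by unadjusted p-value.

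The higher neuronal list in EAE larvae on ND was tested against technical explanations. A lower share of muscle as the only change is argued against, since it would raise the lists of other tissues together, while the extracellular matrix and cartilage list had a median of -0.12 (p-value 0.0280 by fry). Some lists rose, but less than the neuronal list, with medians of 0.10 for intestinal epithelium (p-value 0.202 by fry), 0.12 for cholesterol biosynthesis and 0.16 for the genes of Fig. S6B (p-value 0.00986 by fry). A lower share of muscle beside other changes stays open. The length of the genes, whose median was 1.91 times that of all genes, is argued against because the list lay at percentile 100 of 10000 lists matched on length and expression, whose medians ranged from -0.06 to 0.08. The depth of control ND replicate 3 is argued against because the median was 0.32 with that sample thinned to 20280685 counts. Chance stays open by the splits of 3 samples. A larger nervous system in the pools and a change within neurons were not tested and stay open too. The paper reports that EAE larvae were shorter than controls up to the age of these pools, with later catch-up. Slower growth or development of the EAE larvae was not tested against the neuronal, muscle and matrix lists, and it stays open.

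The higher clock list on HFHC diet in control larvae may come from another time of day at collection, which the labels do not give. The genes of the per and cry arm were higher in 23 of 23 cases, with a median of 0.38 (p-value 1.21e-07 by fry). The 6 genes of the opposite arm had a median of 0.0017, with 3 higher and 3 lower (p-value 0.0512 by fry), so an effect of diet on the clock and the time of collection cannot be told apart, as genes that go both ways decide nothing.

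The effects of 1% and 0.5% EtOH on HFHC diet had a correlation of 0.498 across 14225 genes, which are not independent replicates. Both effects are measured against the same control livers, and regrouped deviations gave correlations from 0.131 to 0.773 with a median of 0.511, so the likeness is consistent with the shared controls alone.

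Tissue scores were also used on results for HFHC diet. For fabp1b.1, a gene of Fig. 7J, the log2 fold change went from 1.79 to 2.30 with 1% EtOH and from 3.26 to 1.42 with 0.5% EtOH when the scores were added to the fit of 30 livers. Intestinal tissue and a change in the liver cannot be told apart for fabp1b.1, since the value rose at one dose and fell at the other. For the unfolded protein response list the medians went from 0.27 to 0.26 with 1% (p-value 0.224 by fry) and from 0.51 to 0.46 with 0.5% EtOH (p-value 0.135 by fry). Tissue and the liver's own response cannot be told apart for this list, because neither median passed fry with or without the scores.

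Some further results follow, of which the unfolded protein response values on ND bear on the paper's claim about livers on HFHC diet. The female liver and egg protein list, a sign of the sex of the fish, had 5 genes with a median of 0.78 (p-value 0.0445 by fry) with 1% EtOH on ND and 4 genes with a median of 0.11 on HFHC diet. On ND the unfolded protein response list had a median of 0.30 with 1% EtOH (p-value 0.333 by fry), which was 0.07 without 1% EtOH ND replicate 2, and of -0.34 with 0.5% EtOH (p-value 0.0171 by fry). In the fit of all 30 livers, diet changed 1580 genes in control livers, 125 with 1% and 10 with 0.5% EtOH, and with the tissue scores 4, 0 (988 unadjusted) and 7. In the authors' deposited comparisons, adjusted p-values were under 0.05 for 185 genes with 0.5% EtOH on ND and for 133 on HFHC diet.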
